# Microbiome-derived bacterial lipids regulate gene expression of proinflammatory pathway inhibitors in systemic monocytes

**DOI:** 10.3389/fimmu.2024.1415565

**Published:** 2024-06-26

**Authors:** Saki Mihori, Frank Nichols, Anthony Provatas, Alyssa Matz, Beiyan Zhou, Christopher N. Blesso, Hunter Panier, Lauren Daddi, Yanjiao Zhou, Robert B. Clark

**Keywords:** microbiome, innate immunity, inhibitors, bacterial lipids, TLR, proinflammatory pathways, gene expression

## Abstract

How the microbiome regulates responses of systemic innate immune cells is unclear. In the present study, our purpose was to document a novel mechanism by which the microbiome mediates crosstalk with the systemic innate immune system. We have identified a family of microbiome *Bacteroidota*-derived lipopeptides—the serine-glycine (S/G) lipids, which are TLR2 ligands, access the systemic circulation, and regulate proinflammatory responses of splenic monocytes. To document the role of these lipids in regulating systemic immunity, we used oral gavage with an antibiotic to decrease the production of these lipids and administered exogenously purified lipids to increase the systemic level of these lipids. We found that decreasing systemic S/G lipids by decreasing microbiome *Bacteroidota* significantly enhanced splenic monocyte proinflammatory responses. Replenishing systemic levels of S/G lipids via exogenous administration returned splenic monocyte responses to control levels. Transcriptomic analysis demonstrated that S/G lipids regulate monocyte proinflammatory responses at the level of gene expression of a small set of upstream inhibitors of TLR and NF-κB pathways that include *Trem2* and *Irf4*. Consistent with enhancement in proinflammatory cytokine responses, decreasing S/G lipids lowered gene expression of specific pathway inhibitors. Replenishing S/G lipids normalized gene expression of these inhibitors. In conclusion, our results suggest that microbiome-derived S/G lipids normally establish a level of buffered signaling activation necessary for well-regulated innate immune responses in systemic monocytes. By regulating gene expression of inflammatory pathway inhibitors such as *Trem2*, S/G lipids merit broader investigation into the potential dysfunction of other innate immune cells, such as microglia, in diseases such as Alzheimer’s disease.

## Introduction

The microbiome is believed to play a critical role in a wide range of normal and pathological conditions including normal immune responses, autoimmune diseases, infectious diseases, response to cancer therapy, and pregnancy (1–7). While there have been many studies documenting the association of specific microbiome compositions with diseases and physiologic conditions, the mechanisms underlying these associations remain unclear. One focus of investigation is the identification of potential soluble mediators involved in the crosstalk between the microbiome and systemic niches such as the immune system and the nervous system. Relatively few studies have investigated potential microbiome-derived soluble mediators that crosstalk with the systemic innate immune system compared to those studies investigating effects on the adaptive immune system. Studies investigating microbiome mediators of systemic innate immunity include a documentation of the effects of peptidoglycan on systemic neutrophils (8) and the effects of NOD ligands on the survival and function of systemic monocytes (9). The goal of identifying mechanisms underlying this crosstalk has significant potential for both understanding pathological processes and manipulating the microbiome for therapeutic advantage (10).

Since 2013, our laboratory has studied a family of microbiome bacteria-derived molecules that potentially play a role in mediating the microbiome’s regulation of systemic innate immunity. These molecules are bacterial serine-glycine lipodipeptides (S/G lipids), molecules produced exclusively by bacteria of the phylum *Bacteroidota* (11). Structurally, the dominant species within each S/G lipid class are composed of at least two odd carbon acyl chains bound either to serine and glycine residues or to glycine alone (11). Importantly, the acyl chains contain iso-branched ends, indicating that the S/G lipids are of bacterial origin, and this feature facilitates the identification and quantification of these lipids separately from lipids of mammalian origin using multiple reaction monitoring (MRM) mass spectrometry (11). Currently, there are five known members of this lipid family with Lipid 654 (L654) being the most studied (12). Importantly, S/G lipids, largely as a result of their iso-branched acyl chains, are functional ligands for Toll-like receptor 2 (TLR2) and signal through the TLR2/TLR6 heterodimer (11).

Although L654 is a TLR2 ligand, in a 2013 study of serum L654 in patients with multiple sclerosis (MS), we postulated that L654 was functioning as an immune regulator rather than as an immune stimulator (13). Based on studies of TLR tolerance largely done *in vitro* (14, 15), we further postulated that L654 might normally regulate the level of responsiveness of systemic innate immune responses *in vivo* by gaining access to the systemic circulation and mediating chronic TLR2 signaling that maintains functional levels of feedback signaling inhibitors (16). We subsequently published proof-of-concept studies demonstrating that increasing systemic TLR2 tolerance by administering low-dose exogenous L654 or Pam2CSK_4_ (P2C; a commercially available TLR2 agonist) to mice resulted in the following: (1) significant attenuation of disease severity in a model of MS, experimental autoimmune encephalomyelitis (EAE) (17); and (2) significant enhancement in murine central nervous system remyelination following cuprizone-mediated demyelination (18). Finally, we also documented that a significant percentage of patients with MS, when compared to healthy controls, showed enhanced TLR2-stimulated proinflammatory responses (19). While these studies established the potential for L654 and other S/G lipids to regulate systemic innate immunity, they did not directly address the role of the microbiome in mediating this mode of innate immune regulation. Using a murine model, the goal of our present study was to document the role of the microbiome in this mode of immune regulation and to develop a precision approach for harnessing the microbiome to regulate systemic innate immunity.

## Materials and methods

### Mice

Eight- to 10-week-old female C57BL/6 mice were obtained from The Jackson Laboratory (Bar Harbor, ME). Mice were fed normal rodent chow and were housed in groups of three to five per cage. All mice were maintained under specific pathogen-free conditions in accordance with the guidelines for the Center for Comparative Medicine at the University of Connecticut Health Center. All procedures were performed under Institutional Animal Care and Use Committee-approved protocols.

### Reagents

Vancomycin was purchased from Sigma-Aldrich (St. Louis, MO). Purified Pam2CSK_4_ (Pam2Cys; P2C) was purchased from InvivoGen (San Diego, CA). L654 was derived from *Porphyromonas gingivalis* (American Type Culture Collection 33277 type strain), purified as previously described (11), and generously gifted by Dr. Frank Nichols. EasySep Mouse Monocyte Isolation Kits were from STEMCELL Technologies (Vancouver, BC). The RNeasy Extraction kit was purchased from Qiagen (Venlo, Netherlands).

### Antibiotics

Vancomycin (2 mg total/mouse/day) (Sigma-Aldrich, St. Louis, MO) (or water control) was given as 1 mg via oral gavage twice per day for 6 days. Mice were then “rested” without antibiotics for 6 to 8 days.

### S/G lipid derivation and analysis

#### Fecal S/G lipids

Fecal pellets were obtained from mice after gavage and 6, 8, and 9 days of rest and the fecal pellets were weighed. Using a modification of the Bligh–Dyer technique (20), each fecal pellet was mashed in 6 mL of PBS (Gibco), and five chloroform derivations were run to extract total lipid from the sample. The total S/G lipid family (L342, L430, L567, L654, and L1256) content was identified and quantitated using ultra-performance liquid chromatography coupled with tandem mass spectrometry (UPLC-MS/MS) in MRM mode. Results were standardized to 25 mg of initial pellet weight.

#### Plasma S/G lipids

Blood samples, obtained by cardiac puncture with EDTA-coated syringes, were pooled from five to six mice after gavage and 0, 6, or 8 days of rest. Plasma was derived from these blood samples and frozen. Using a modification of the Bligh–Dyer technique (20), total lipid from approximately 2 mL of plasma was extracted with four chloroform derivations. The total S/G family was identified and quantitated using UPLC-MS/MS in MRM mass mode. The results were standardized to 1 mL of plasma.

### *Ex vivo* stimulation and analysis of cytokine production of splenic monocytes

Splenocytes were derived from mice after vancomycin or water gavage and variable number of rest days. To ensure that sufficient splenic monocytes were derived, prior to monocyte derivation, splenocytes from two spleens were combined from mice of the same cohort. Splenic monocytes (CD11b+/CD3e-/CD45R-/CD117-/Ly-6G-/NK1.1-/Siglec F-/SSC low) were isolated using magnetic bead negative selection (STEMCELL Technologies). A total of 2 × 10^4^ splenic monocytes were cultured in round-bottom 96-well plates in RPMI and 10% FCS and stimulated with either 30 ng/mL, 10 ng/mL, or 1 ng/mL of P2C for 18 h. Two wells were established for each concentration of P2C tested.

Supernatants from individual 96-well cultures of splenic monocytes stimulated with P2C for 18 h were initially frozen and subsequently analyzed for TNFα and IL-6 concentration (pg/mL) using Luminex multiplex assays (MilliporeSigma, Burlington, MA).

### Administering exogenous L654

After a 6-day gavage with water or vancomycin, mice received injections of PBS (vehicle control) or L654 (2.5 or 5 μg/injection) retro-orbitally. These injections were given on rest day 0, 2, and 4 or alternatively throughout the rest period.

### 16S rRNA analysis of microbiome composition

Fecal samples were collected from mice after vancomycin or water gavage and variable number of rest days, and stored at −80°C in DNA/RNA Shield (Zymo Research). The following two methods for 16S rRNA analysis were performed:

1) DNA was isolated from mouse stool samples using the ZymoBIOMICS® DNA Miniprep Kit. Amplification of the V4 region of 16S rRNA gene was performed by PCR using a 515F forward primer for all samples and a unique bar-coded 806R reverse primer for each individual sample, as previously performed (21). Amplified PCR products were sequenced on an Illumina MiSeq platform using the MiSeq Reagent Kit v2 (2 × 250 reads, 500 cycles, Cat #MS-102–2003). Raw sequencing reads were processed through the *DADA2* (v1.22.0) pipeline with default parameters to generate amplicon sequence variants (ASVs). The Silva reference database (version 138.1) was used for taxonomy assignment for each ASV. Raw read counts were converted to relative abundance and analyzed at the phylum level using R (v4.1.0) in the Rstudio interface (v1.4.1106) with the packages *ggplot2* (v3.4.0), *microViz* (v.0.9.0), *magrittr* (v2.0.1), and *phyloseq* (v1.36.0).
2) DNA extraction, PCR amplification, and sequencing of taxonomic marker DNA were performed on fecal samples using the MoBio PowerMag Soil 96-well kit (MoBio Laboratories, Inc) according to the manufacturer’s protocol for the Eppendorf epMotion liquid handling robot. DNA extracts were quantified using the Quant-iT PicoGreen kit (Invitrogen, ThermoFisher Scientific). Partial bacterial 16S rRNA (V4) and fungal ITS2 genes were amplified using 30 ng of extracted DNA as template. The V4 region was amplified using 515F and 806R with Illumina adapters and dual indices [8 base pairs (22)]. The ITS2 region was amplified with ITS3 and ITS4 (23) using the same dual indexing design as the V4. Samples were amplified in triplicate 15-μL reactions using Go-Taq DNA polymerase (Promega) with the addition of 3.3 µg of BSA (New England BioLabs). To overcome inhibition from host DNA, 0.1 pmol primer without the indexes or adapters was added to the mastermix. The PCR reaction was incubated at 95˚C for 3.5 min, with 30 cycles of 30 s at 95.0°C, 30 s at 50.0°C, and 90 s at 72.0°C, followed by final extension at 72.0°C for 10 min. PCR products were pooled for quantification and visualization using the QIAxcel DNA Fast Analysis (Qiagen). PCR products were normalized based on the concentration of DNA from 250 to 400 bp and then pooled using the epMotion 3075 liquid handling robot. The pooled PCR products were cleaned using Omega Bio-Tek Mag-Bind Beads according to the manufacturer’s protocol using 0.8× beads to PCR product. The cleaned pool was sequenced on the MiSeq using the v2 2 × 250 base pair kit (Illumina, Inc). Sequences were processed in Mothur v. 1.36.1 following the MiSeq SOP (22). After demultiplexing and quality checking steps, the sequences were clustered at 97% similarity. Alpha and beta diversity statistics were calculated by subsampling to 10,000 reads per sample. NMS and PERMANOVA were run using the vegan package (24) in R 3.2.0.

### Transcriptomic analysis of splenic monocytes

#### RNA sequencing and data analyses

Following the water, vancomycin, and vancomycin-L654 treatment protocols, splenic monocytes were isolated from mice (*n* = 3 in each group) via the EasySep Mouse Monocyte Isolation Kit (STEMCELL Technologies), yielding 0.2 × 10^6^ cells with a purity of 90%. Total RNA was purified using the miRNeasy Mini Kit (Qiagen, Cat #217084). RNA-Seq libraries were generated using the Illumina TruSeq Stranded mRNA library prep kit by the CGI core and sequenced on Illumina NovaSeq S4 v1.5 for 200 cycles at 10M total paired-end reads of length 100 base pairs. Reads in Fastq files were aligned using HISAT2 v2.2.1 on the GRCm38 index, with SAMtools v1.9 for BAM conversion. A matrix of fragments per kilobase of transcript per million fragments mapped (FPKM) was calculated using Stringtie v2.1.3 with Ballgown on the GRCm38 index.

Data analyses were conducted in R studio v4.2.2. Genes were filtered by a minimum detection frequency of 1%, yielding 24,303 unique genes expressed in at least one sample. 

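In the count table of the 6 Con and Van libraries, 24303 of the 46072 gene identifiers had a count above 0 in at least 1 library, and these carried 24142 distinct gene symbols. Each library alone had between 20093 and 20611 identifiers above 0. In the FPKM table, 24194 identifiers were above 0 in at least 1 library. In both tables, 214 gene symbols stood on more than 1 identifier, 484 identifiers in all, and the counts of each such symbol were identical on all of its identifiers. Such genes could therefore enter a test more than once, and 16138 identifiers were tested, against 16017 with a single identifier per symbol. Of all identifiers, 98% were found in GENCODE M21, an annotation of GRCm38 from which the coordinates given here were taken.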

For gene expression visualization, the filtered FPKM matrix was log2-transformed with a pseudocount of +1, normalized by quantiles using the NormalizeBetweenArrays function from the *limma* v3.54.2 R package, and expression *z*-score was calculated by mean(gene-expression)/standard deviation (gene-expression).

#### Differential expression

FPKM data were converted to gene count data matrix using the *tximport* v1.26.1 R package. Gene counts were normalized and tested by Wald test using the *DESeq2* v1.38.3 R package. Wald test *p*-value was adjusted using the Benjamini and Hochberg method. Differentially expressed genes (DEGs) were called by an adjusted *p*-value of ≤0.05 (*n* = 962).

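In the Van group compared to the Con group, 322 of the 16138 genes tested had an adjusted p-value of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 174 were higher and 148 lower in Van. For each of these 322 genes, the values of the 3 Van mice and the 3 Con mice did not overlap. Over all genes tested, the groups did not overlap for 3626 genes (22.5%), where chance gives 10% with 3 mice against 3. The number of genes called depended on the test. DESeq2's Wald test, the test the paper names, called 965 genes, 491 higher and 474 lower in Van, and 315 of the 322 genes were among them. With limma on quantile-normalized log2(FPKM + 1) values, 11 genes were called, 81.8% of them higher in Van, against 54% of the 322 genes. The number also depended on each mouse. It was 136, 50 and 22 without Con replicate 1, 2 and 3, respectively, and 116, 21 and 93 without Van replicate 1, 2 and 3, while all 322 genes kept their direction in each of these 6 fits. Without Con replicate 3 and without Van replicate 2, 90.9% and 85.7% of the genes called were higher in Van.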

#### Gene ontology and pathway analysis

Gene ontology for downregulated and upregulated DEGs was performed using the DAVID Informatics Resource v6.8 (25, 26). For Pathway and Upstream Regulator analysis, the DEGs’ log2 fold change was input to Ingenuity Pathway Analysis [Qiagen (27)]. Pathways and Upstream regulators were filtered by right-tailed Fisher’s Exact Test *p*-value ≤0.05 and an absolute Activation *z*-score ≥1. GO terms query for inhibitors of TLR or NFκB signaling in the MGI Gene Ontology database (http://www.informatics.jax.org/mgihome/GO/project.shtml) returned nine GO terms: GO:0034122, GO:0034136, GO:0032088, GO:0008384, GO:0007249, GO:0007252, GO:1903719, GO:1903720, and GO:1903721. Genes from these terms were combined and examined for expression patterns in our dataset.

Transcription factor (TF) enrichment analyses were performed using ChEA3 (ChIP-X Enrichment Analyses Version 3) tools [*maayanlab.cloud/chea3* (28)]. Output TFs were filtered for interactions mined from the ENCODE project with ChIP-Seq datasets.

### Statistical methods

All data are expressed as mean ± standard error of the mean (SEM). The normality of all datasets was determined by the Shapiro–Wilk normality test. Parametric datasets were analyzed using Student’s *t*-test or two‐way analysis of variance (ANOVA) with *post-hoc* Tukey’s test. Non‐parametric datasets were analyzed using Mann–Whitney *U* test or by Kruskal–Wallis with Dunn’s multiple comparisons test. The statistical analyses were performed using GraphPad Prism version 9 software and *p* ≤ 0.05 was considered statistically significant.

## Results

### Vancomycin oral gavage significantly decreases total fecal and plasma S/G lipids

In preliminary studies, we focused on developing an oral antibiotic protocol that would lower fecal levels of L654. The antibiotics ampicillin, vancomycin, neomycin, and metronidazole were initially tested as a four-antibiotic cocktail. We found that when mice were gavaged for either 6 or 9 days with the four-antibiotic cocktail, the level of S/G lipids in fecal samples were significantly decreased compared to samples from water-gavaged mice. Similarly, when mice were gavaged with either vancomycin or metronidazole alone, the level of S/G lipids in fecal samples was also significantly decreased compared to samples from water-gavaged mice (data not shown). Vancomycin was subsequently chosen as the best candidate based on its ability to lower fecal levels of total S/G lipids and its lack of systemic absorption after oral gavage (29, 30). Although vancomycin is known to primarily target Gram-positive organisms, it has been documented that vancomycin can decrease *Bacteroidota* in the microbiome, potentially through indirect effects (31). In our preliminary studies, we chose to follow levels of total fecal S/G lipids rather than characterizing microbiome composition using 16S rRNA analysis. Microbiome composition was characterized in later aspects of our study. The total fecal S/G lipids analyzed by MRM mass spectrometry were L654, lipid 342 (L342), lipid 430 (L430), lipid 567 (L567), and lipid 1256 (L1256).

In our initial studies, we gavaged female C57BL/6 mice with water (control) or vancomycin twice per day (2 mg of total vancomycin/mouse/day). Mice were gavaged for either 4, 5, 6, or 9 days, and on the day following the last gavage, mice were bled for plasma samples (4-, 6-, and 9-day gavages) and fecal pellets were obtained and frozen prior to MRM mass spectrometric analysis (4-, 5-, and 9-day gavages). Plasma from five to six mice from each cohort (water or vancomycin) and at each time point were pooled to provide sufficient lipids for accurate MRM mass spectrometric analysis.

The 4-, 5-, and 9-day gavage resulted in a significant decrease in total fecal S/G lipids in vancomycin versus water-gavaged mice (**Figures 1A, B**). Similarly, total plasma S/G lipids from 4-, 6-, or 9-day gavaged mice were significantly decreased in the vancomycin versus water-gavaged mice (**Figure 1C**). From these studies, we concluded that oral gavage with vancomycin for as few as 4 days was sufficient to significantly reduce fecal S/G lipids and that this was also associated with a significant reduction of plasma S/G lipids. These early results suggested that a major source of plasma S/G lipids was the GI microbiome.

**Figure 1:**
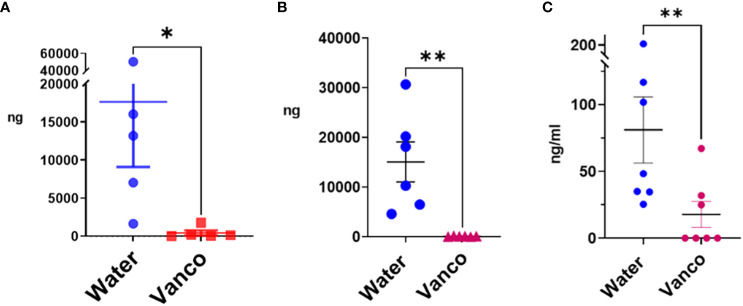
Total S/G lipids in fecal pellets and plasma—without rest period after vancomycin. Total S/G lipids from mice orally gavaged with vancomycin (Vanco) or water (control) for **(A)** fecal S/G lipids; 4- and 5-day gavage; **(B)** fecal S/G lipids; 9-day gavage; **(C)** plasma S/G lipids; 4-, 6-, and 9-day gavage. Each point represents total S/G lipids (ng S/G lipid/25 mg fecal pellet) from one fecal pellet **(A, B)** in which total S/G fecal lipid levels were normalized per 25 mg of fecal pellet, or total S/G lipids/mL of plasma from samples of plasma pooled from five to six mice from the same experiment **(C)**. Data analyzed by Mann–Whitney *U* and expressed as mean ± SEM. *p ≤ 0.05, **p ≤ 0.01.

### Vancomycin oral gavage fails to enhance systemic TLR2 responses

To test whether decreasing microbiome *Bacteroidota* and plasma S/G lipid concentration would result in enhanced systemic innate responses, mice were gavaged with either water or vancomycin for 4 days, and the following day, mice were sacrificed and splenic monocytes were derived. Splenic monocytes were cultured with P2C and culture supernatants were harvested at 18 h and analyzed by Luminex multiplex assay for concentrations of IL-6 and TNFα. Results of these studies demonstrated that despite decreasing the fecal and plasma S/G levels, the 4-day vancomycin gavage protocol used did not enhance, but rather decreased the production of IL-6 and TNFα in response to TLR2 stimulation (data not shown).

Similar to Kolypetri et al. (9), these results suggested that the 4-day gavage with vancomycin resulted in a microbiome unable to support normal numbers and function of systemic monocytes. With the goal of treating the microbiome with antibiotics to decrease levels of *Bacteroidota* (and thus S/G lipids) and yet allowing for a microbiome that was sufficient to support numbers and function of systemic monocytes, we added a rest period after vancomycin gavage. Ubeda et al. reported that while many microbiome phyla, including *Bacteroidota*, were significantly decreased by a 7-day treatment with oral vancomycin, after a 2-week rest period without antibiotics, the microbiome was repopulated by many of the original phyla, but *Bacteroidota* remained significantly decreased (31).

### Fecal S/G lipids

We next tested approaches in which the number of days of gavage and the number of days of rest were varied. We found the most efficient approach to be a 6-day gavage with vancomycin (2 mg total/mouse/day; split between a morning and afternoon gavage), followed by a rest period of 6–9 days in which mice sat undisturbed in their normal housing and no antibiotics were administered (**Figure 2A**). The effect of this approach on fecal S/G lipids was tested first. In mice rested for 6–9 days, the levels of total fecal S/G lipids in vancomycin-gavaged mice were significantly less than those in water-gavaged mice (**Figure 2B**). Furthermore, there appeared to be a trend of less of a decrease in total fecal S/G lipids in vancomycin-treated mice rested for 9 days versus mice rested for 6 days (**Figure 2C**). We interpreted these results to suggest that the proportion of *Bacteroidota* in the microbiome remained low throughout the rest period but evidenced a slow return apparent by day 9 of rest.

**Figure 2:**
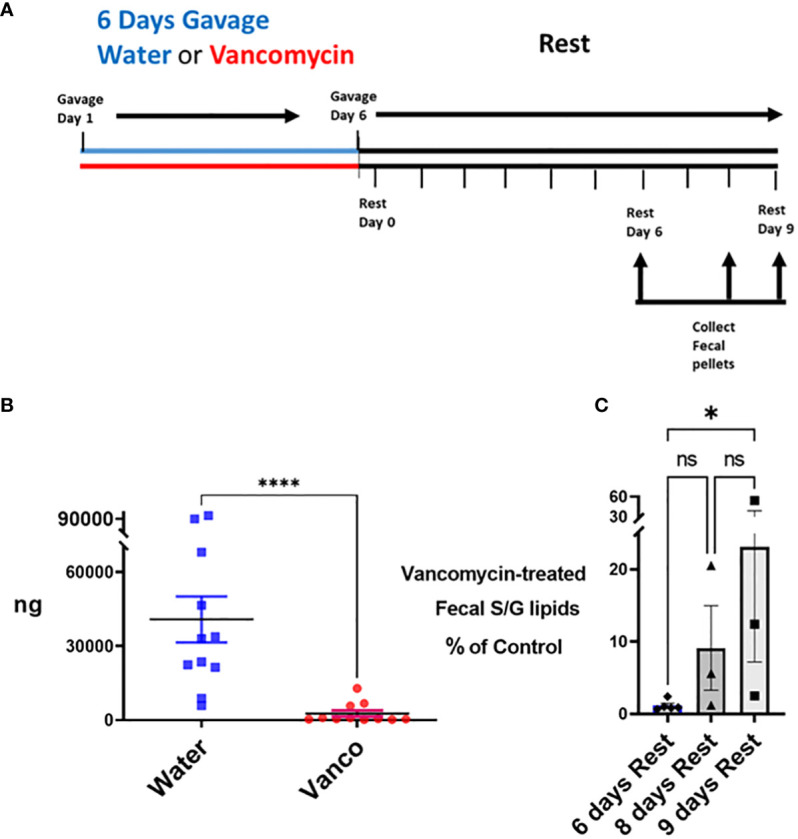
Total S/G lipids in fecal pellets—with rest period after vancomycin. **(A)** Timeline: Mice were gavaged for 6 days with vancomycin (Vanco) or water (control) followed by a no-antibiotic rest period of 6 (*n* = 5 mice), 8 (*n* = 3 mice) or 9 (*n* = 3 mice) days. **(B)** Fecal pellets were collected from these water-gavaged (control) mice and vancomycin-gavaged mice at days 6, 8, and 9 of the rest period. Each point represents total S/G lipids (ng) obtained from one fecal pellet with results normalized per 25 mg/fecal pellet. Data analyzed by Mann–Whitney *U* and expressed as mean ± SEM. **(C)** Total fecal S/G lipids per 25 mg of pellet obtained from vancomycin-treated mice expressed as a percentage of the total fecal S/G of the corresponding water-treated control mice. Data analyzed by Kruskal–Wallis with Dunn’s multiple comparisons test. NS, not significant; *p ≤ 0.05, ****p ≤ 0.0001.

### Microbiome composition

To confirm our conclusions based on the fecal S/G lipid studies, we next analyzed microbiome compositions using 16S rRNA analysis of fecal samples obtained from water- and vancomycin-gavaged mice at days 6, 8, and 9 of the rest period. 16S rRNA analysis demonstrated that the proportion of *Bacteroidota* in fecal samples from vancomycin-treated mice were significantly reduced compared to water-gavaged control mice (**Figure 3A**). This decrease in microbiome *Bacteroidota* was true for mice rested for 6, 8, or 9 days (**Figure 3B**). The average proportion of *Bacteroidota* in the 6-, 8-, and 9-day water-gavaged fecal samples was 48% (range, 25%–67%) while the average proportion of *Bacteroidota* in the vancomycin-gavaged samples during the same rest days was 8% (range, 0%–30%). In the vancomycin-gavaged mice, five of seven fecal samples had 0% *Bacteroidota*, with the two higher vancomycin-treated values being seen in the day 8 and day 9 samples (**Figure 3B**). These results are consistent with the pattern of total S/G lipid noted in the fecal samples from the water- and vancomycin-gavaged mice and confirm the relationship between microbiome S/G lipid levels and proportions of *Bacteroidota* in the microbiome. Examples of the major phyla comprising the microbiome in control and vancomycin-gavaged mice at rest days 6, 8, and 9 are depicted in **Figure 3C**.

**Figure 3:**
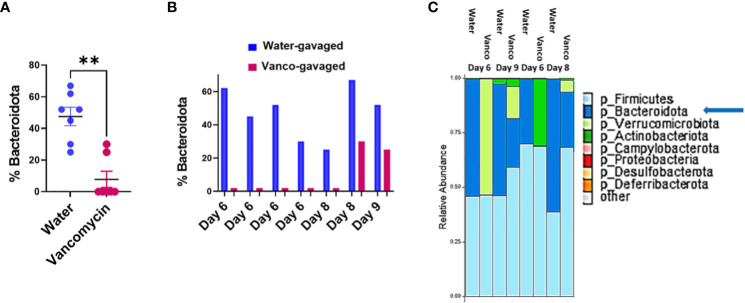
Percent *Bacteroidota* in microbiome. Fecal samples were obtained from mice orally gavaged for 6 days with either vancomycin or water (control), then rested without antibiotics for 6–9 days. DNA was extracted from fecal samples and 16S rRNA was sequenced and processed using two approaches as outlined in Methods. Results are combined from both methodological approaches. **(A)** Percent *Bacteroidota* based on 16S rRNA analysis in fecal samples from mice gavaged with water or vancomycin for 6 days and then rested for 6–9 days; (6-day rest, *n* = 4; 8-day rest, *n* = 2; 9-day rest, *n* = 1). Data analyzed by Mann–Whitney *U* and expressed as mean ± SEM. **(B)** Percent *Bacteroidota* based on 16S rRNA analysis in examples of individual fecal samples rested for 6, 8, or 9 days. **(C)** Relative abundances of major phyla comprising the microbiome in water- and vancomycin-gavaged mice at rest days 6, 8, and 9. **p ≤ 0.01.

### Plasma S/G lipids

We next wanted to confirm that the decrease in fecal S/G lipid levels in vancomycin/rest-treated mice was also reflected in plasma S/G lipid concentrations. Mice were gavaged for 6 days and then plasma samples were obtained on rest day 0, rest day 6, and rest day 8. When analyzed as one group, the samples derived from all of the mice studied during the 8-day rest period demonstrated a significant reduction in plasma S/G lipids in the vancomycin-treated mice (**Figure 4A**). Furthermore, there was no significant difference in the percentage reduction in plasma S/G lipids in vancomycin-treated versus control mice when comparing the rest day 0, rest day 6, and rest day 8 samples (**Figure 4B**).

**Figure 4:**
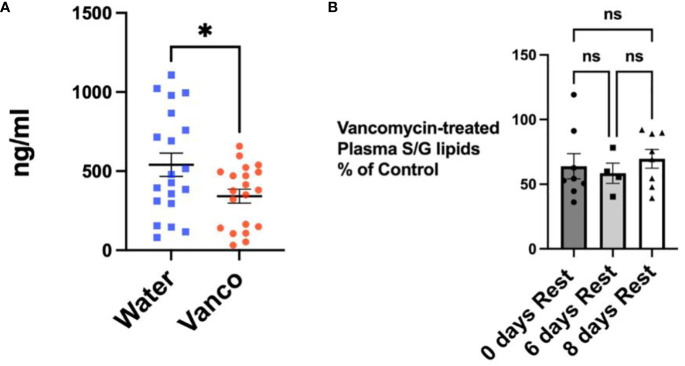
Total S/G lipids in plasma—with rest period after vancomycin. **(A)** Total plasma S/G lipids from mice orally gavaged for 6 days with vancomycin (Vanco) or water (control) with no rest period (*n* = 8) or followed by a no-antibiotic rest period of 6 days (*n* = 4) or 8 days (*n* = 8). Each point represents total S/G lipids/mL of plasma obtained from plasma pooled from five to six mice. Data analyzed by *t*-test and expressed as mean ± SEM. **(B)** Total plasma S/G lipids from mice gavaged with vancomycin followed by no rest days or followed by 6 or 8 days of rest expressed as a percentage of the total plasma S/G lipid of the corresponding water-treated control mice. Data analyzed by one-way ANOVA with *post-hoc* Tukey’s test and expressed as mean ± SEM. NS, not significant; *p ≤ 0.05.

It is of note that the percentage decrease in total plasma S/G lipids after 6 days of vancomycin gavage followed by a rest period was not as large as the decrease detected in fecal S/G lipids (**Figure 4** vs. 2). This suggests that factors such as the volume of distribution, the systemic tissue stores of S/G lipids, and the kinetics of metabolism of the S/G lipids differ between the systemic circulation and feces. It is also possible that other microbiomes, such as that of the oral cavity, may contribute to plasma concentrations of S/G lipids. We previously documented that 9 days of vancomycin gavage, rather than the 6-day gavage used in these studies, resulted in almost complete depletion of plasma S/G lipids (data not shown). This supports the concept that the primary source of plasma S/G lipids is most likely the gastrointestinal microbiome and that the concentrations of plasma S/G lipids are more stably maintained by other factors.

### TLR2 responses

Having determined that gavaging with vancomycin for 6 days followed by a 6- to 9-day rest period results in decreased microbiome *Bacteroidota* and decreased fecal and plasma S/G lipids, we next investigated whether this decrease in S/G lipids, in the context of a replenished microbiome, results in enhanced innate immune responses. Splenic monocytes were derived using magnetic bead negative selection, stimulated *ex vivo* with P2C, and 18-h culture supernatants analyzed by Luminex multiplex assay for IL-6 and TNFα concentrations.

The decrease in S/G lipids in the context of a replenished microbiome resulted in significantly enhanced P2C-stimulated responses from the splenic monocytes derived from vancomycin-gavaged/rested mice compared to water-gavaged/rested mice (**Figure 5**). This enhanced response was seen for both IL-6 and TNFα and was noted in experiments in which mice were “rested” for 6, 7, 8, or 9 days. These results indicate that in the context of a more normal microbiome, i.e., one regenerated during the rest period, decreased levels of both microbiome *Bacteroidota* and systemic S/G lipids are associated with increased responses of splenic monocytes.

**Figure 5:**
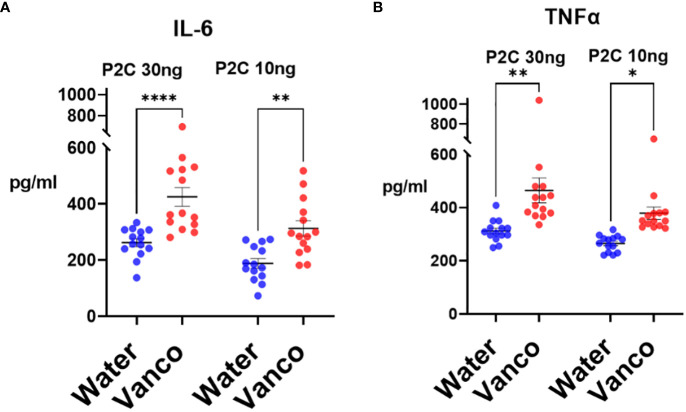
TLR2 responses of splenic monocytes. Mice were orally gavaged for 6 days with either vancomycin (Vanco) or water (control) and then rested without antibiotics for 6–9 days. After the rest days, the mice were sacrificed, and splenic monocytes were derived. Monocytes (2 × 10^4^/well) were stimulated *in vitro* with either 30 ng/mL or 10 ng/mL P2C and culture supernatants were harvested at 18 h and analyzed by Luminex multiplex assays for concentrations of **(A)** IL-6 and **(B)** TNFα. Each point represents the cytokine response of monocytes derived from a combination of two spleens. Data comprise monocytes isolated at rest days 6–9 and analyzed by two-way ANOVA with *post-hoc* Tukey’s test and expressed as mean ± SEM. *p ≤ 0.05, **p ≤ 0.01, ****p ≤ 0.0001.

### Administering L654 to antibiotic-treated mice prevents enhanced TLR2 responses

Vancomycin-induced alteration of the microbiome could theoretically result in changes in the availability of numerous potential immune-relevant molecules. We next asked whether administration of exogenous L654 by itself to vancomycin-treated mice could prevent the vancomycin-induced enhanced response and normalize the monocyte TLR2 responses. Initially, we administered either PBS (control) or L654 intravenously (2.5 μg or 5 μg/injection) every day or every other day for the entire 8-day rest period. We initially found that both of these protocols were successful and therefore to simplify the approach, we altered the protocol to administering PBS or L654 (2.5 μg or 5 μg/injection) on rest days 0, 2, and 4 during the 8-day rest period.

To assess the changes in plasma S/G lipid levels after administration of L654, we administered 5 μg of L654 intravenously on rest days 0, 2, and 4 to mice that had been gavaged with vancomycin (vancomycin/L654 cohort) (**Figure 6A**). Control cohorts included mice that had been gavaged with vancomycin and injected intravenously with PBS (vancomycin/PBS cohort) on rest days 0, 2, and 4 and mice that had been gavaged with water and injected intravenously with PBS (water/PBS cohort) on rest days 0, 2, and 4. After the 8-day rest period, mice were sacrificed and plasma levels of total S/G lipids were assayed. As expected, the levels of plasma S/G lipids in the vancomycin/PBS-injected mice were significantly decreased compared to control levels in the water/PBS cohort (**Figure 6B**). In the vancomycin/L654 cohort, the levels of plasma S/G lipids were significantly elevated compared to those in the vancomycin/PBS cohort. Moreover, the vancomycin/L654 plasma S/G lipid levels were not significantly different from the levels in the water/PBS cohort (**Figure 6B**). When analyzed as a percentage of control plasma levels (i.e., water/PBS cohort), as expected, the S/G lipid levels in the vancomycin/PBS cohort were significantly decreased. The percentages of S/G lipid in the vancomycin/L654 cohort were significantly greater than the percentages in the vancomycin/PBS cohort and not significantly different from those in the control cohort (**Figure 6C**). These results suggest that injecting L654 after vancomycin gavage significantly enhances plasma S/G lipids and returns them to levels approximating those in control mice.

**Figure 6:**
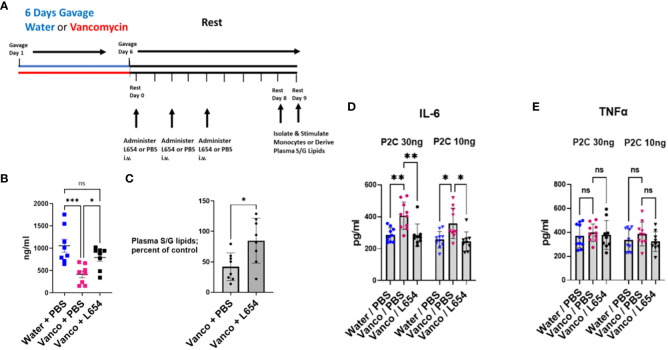
Administration of L654 normalizes TLR2 responses. **(A)** Timeline: Mice were orally gavaged for 6 days with either vancomycin or water (control) and then rested without antibiotics for 8–9 days. PBS or L654 (2.5 μg or 5 μg/injection) was administered intravenously initially every day or every other day for the entire rest period (*n* = 3). Subsequently, the protocol was simplified and PBS or L654 (2.5 μg or 5 μg/injection) was administered on days 0, 2, and 4 during the rest period (*n* = 7). After rest day 8 or 9, splenic monocytes were derived by magnetic negative selection or plasma was obtained by blood pooled from five to six mice. **(B)** To assess changes in plasma S/G lipid levels after administration of L654, we administered L654 intravenously (iv) as described in **(A)** to mice that had been gavaged with vancomycin (Vancomycin + L654). Control cohorts included mice that had been gavaged with vancomycin and injected iv with PBS (Vancomycin + PBS) and mice that had been gavaged with water and injected iv with PBS (Water + PBS). After the 8-day rest period, mice were sacrificed and plasma levels of S/G lipids were assayed. **(C)** Plasma S/G lipid levels of Vancomycin + PBS cohorts and Vancomycin + L654 cohorts expressed as a percentage of control (Water + PBS cohorts) S/G plasma levels. **(D, E)** After the 8- to 9-day rest period, the mice were sacrificed, and splenic monocytes were tested for *ex vivo* response to P2C. Splenic monocytes (2 × 10^4^/well) were stimulated in *ex vivo* culture with either 30 ng/mL or 10 ng/mL P2C for 18 h and the supernatants were analyzed for **(D)** IL-6 or **(E)** TNFα. Data were analyzed by two-way ANOVA with *post-hoc* Tukey’s test and expressed as mean ± SEM. NS, not significant; *p ≤ 0.05, **p ≤ 0.01, ***p≤0.001.

To assess the functional effects of L654 administration, water/PBS, vancomycin/PBS, and vancomycin/L654 cohorts were sacrificed after an 8-day or 9-day rest period and splenic monocytes were tested for *ex vivo* response to P2C. The results (**Figures 6D, E**) represent a combination of studies in which mice were injected using either the every rest day or every other rest day protocol (*n* = 3) or the simplified protocol of injections on rest days 0, 2, and 4 (*n* = 7). We found that administration of exogenous L654 prevented the TLR2-stimulated enhancement in IL-6 production (**Figure 6D**). This indicated that L654 by itself was capable of regulating and normalizing the TLR2 responses. Given the possibility that L654 is not the only microbiome-derived regulatory molecule altered by vancomycin treatment, these results suggest that L654 can function as a “dominant” regulator of these TLR2 responses.

An unusual outcome noted in these L654 administration studies was that although the monocytes from the vancomycin-treated “control” mice gave the expected enhanced IL-6 response (**Figure 6D**), these same monocytes did not show the enhanced TNFα response that was observed in **Figure 5** (**Figure 6E**). As described above, the protocol for these studies involved interrupting the normal period of 8 days of rest. On 3 days within the rest period, the mice were temporarily relocated out of their resting environment to receive an intravenous (retro-orbital) injection of either PBS or L654. Given that this was the only variation from our usual protocol, we believe that the loss of TNFα enhancement together with the persistence of IL-6 enhancement in the same populations of monocytes may be a result of the stress experienced by the mice when their rest period was interrupted three times. Consistent with these findings, TNFα production has previously been reported to be decreased by stress, while IL-6 was not sensitive to the same stress (32). While we cannot be completely certain why the TNFα enhancement was not recapitulated using this protocol, it is clear that the enhanced IL-6 response is strong and normalized by administration of L654, confirming the ability of L654 to regulate TLR2 responses.

### Transcriptomic analysis

To characterize the transcriptomics response to the vancomycin gavage/rest protocol in monocytes, we performed RNA sequencing of primary splenic monocytes isolated from mice in three treatment groups. 

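The libraries analysed here were those of the Con group (water gavage, n = 3 mice) and the Van group (2 mg of vancomycin per day by gavage, n = 3 mice). The VanLip group was not analysed here. The paper's data statement names another deposit than the one these libraries come from, and they were matched to the paper's groups by treatment. Gavage lasted 6 days in both groups. The paper gives 8 days of rest before the monocytes were collected, while the sample records give 6 to 8 days. Messenger RNA of the splenic monocytes was sequenced as stranded paired-end libraries. The authors aligned the reads to the mouse genome build GRCm38 with HISAT2, estimated FPKM (fragment numbers scaled to transcript length and to the size of the library) with StringTie and Ballgown, and converted these values to gene counts with tximport. The deposited counts are thus estimates that need not be whole numbers, and they are not normalized for library size.
The total count was 52164552, 59769872 and 43383919 in Con replicates 1, 2 and 3, and 61834407, 50584647 and 56073593 in Van replicates 1, 2 and 3. Once multiplied by 75, between 62.2% and 63.3% of the non-zero counts of a library lay within 0.05 of a whole number, against 9.5% to 10.1% once multiplied by 74. Counts take this form when the bases that cover a gene are divided by a read length of 75, whereas the paper states reads of 100 bases. On this reading, the counts multiplied by 0.375 are fragments of 2 reads, and the libraries held an estimated 16.3M to 23.2M fragments with a median of 20.3M. The paper states 10M total paired-end reads. The values given here use the counts as deposited, since a factor common to all libraries cancels in a fold change, although it changes the counting precision that a test assumes.
The counts were rounded to whole numbers, and Van was compared with Con by edgeR's quasi-likelihood test after TMM normalization. The test covered the genes kept by edgeR's expression filter at a minimum count of 10, and p-values were adjusted by the Benjamini-Hochberg method. Libraries of the same group differed by more than counting noise, with a chi-square of 8.00 to 16.6 per gene between any pair of them, so that no library was a copy of another. A comparison of 3 mice with 3 by an exact permutation test cannot give a two-sided p below 0.10. Fold changes are therefore given with a standard error. It is the absolute log2 fold change divided by the square root of edgeR's F statistic, so that it restates the same test.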

Three mice from each treatment group were selected after being gavaged with either water or vancomycin for 6 days followed by 8 days of rest (Con and Van groups), whereas the third cohort included mice not only treated with the vancomycin/rest protocol but also injected intravenously with L654 lipid on rest days 0, 2, and 4 (VanLip group). In all three groups, splenic monocytes were collected for RNA after rest day 8 and used for transcriptomic profiling (RNA sequencing) without *ex vivo* stimulation (see **Figure 6A**).

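In the Van group compared to the Con group, 2664 of the genes tested had an unadjusted p-value under 0.05, where chance alone gives 807. Of these, 1351 were higher and 1313 lower in Van. Among the alternatives set before the data were examined that kept all 6 mice, the number was lowest with the replicate number as a block (2423) and highest without a filter on low counts (2944). It was 2000 without Van replicate 2, the lowest of the 6 fits that each left out one mouse.
Among genes with an adjusted p-value of at most 0.05 and a mean of at least 1 CPM (counts scaled to a common library size), the largest rise was in Fkbp5, on chromosome 17 of GRCm38 from 28399094 to 28517527, which encodes a cochaperone of steroid hormone receptors. Its level was 18.7 ± 4.60 CPM (SD, n = 3 mice) in Con and 134 ± 44.3 CPM (SD, n = 3 mice) in Van. The log2 fold change was 2.84 (standard error 0.25, adjusted p = 0.0028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p stayed at or below 0.0324 with each mouse left out in turn. Over the other alternatives set before the data were examined, its adjusted p ranged from 4.1e-14 with DESeq2 to 0.0838 with limma on log2(FPKM + 1) values. The next largest rises were in Alas2 (log2 fold change 2.08), Hbb-bt (1.95), Hbb-bs (1.87) and Prokr1 (1.83). The exons of Alas2 overlap those of Apex2 on the opposite strand, and Hbb-bt and Hbb-bs share a near-identical stretch of sequence, so that these 3 values could be mixed with those of the other gene. The largest fall was in Mlxipl, on chromosome 5 from 135089890 to 135138382, which encodes a transcription factor that responds to glucose. Mlxipl was at 3.36, 1.78 and 8.25 CPM in Con replicates 1, 2 and 3 and between 0.605 and 0.727 CPM in Van. Its log2 fold change of -2.76 (standard error 0.52, adjusted p = 0.0402 from the same edgeR test) became -1.97 without Con replicate 3, with an adjusted p of 0.0886, and its exons overlap those of Gm43500 on the opposite strand. The next largest falls were in Kcnq3 (-1.60), Vangl2 (-1.55), Lrrc16a (-1.35) and Il18r1 (-1.32). Of these 10 genes, Fkbp5 alone kept an adjusted p of at most 0.05 in all 6 fits that left out one mouse.

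**Figure D1:**
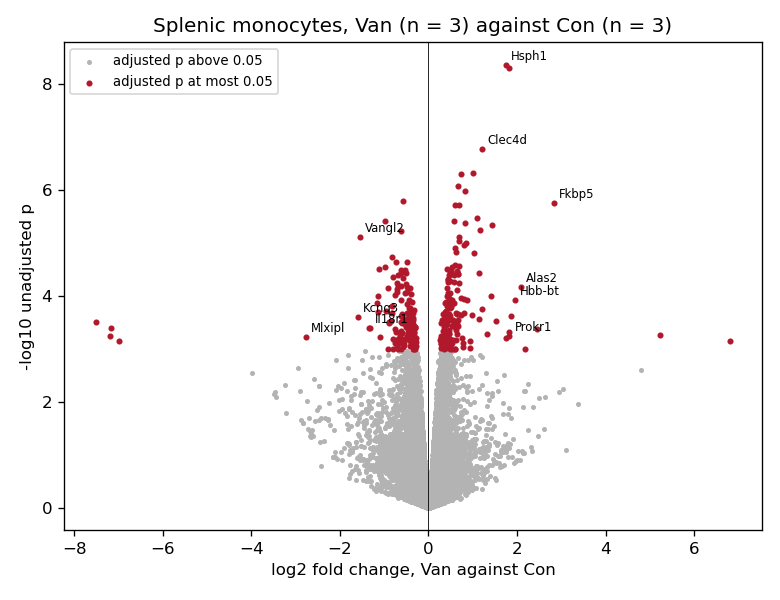
Log2 fold change of each gene tested in Van against Con (x axis) and −log10 of its unadjusted p from edgeR (y axis). Genes with an adjusted p of at most 0.05 are red and the others grey, and the red genes lie on both sides of 0.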

After the initial data process and normalization (see *Materials and Methods*), we first performed full transcriptomics analyses of all three groups (Con, Van, and VanLip) to detect DEGs (Van/Con, *n* = 2,822, *p* < 0.05; VanLip/Con, *n* = 3,315, *p* < 0.05) followed by gene ontology and pathway analyses using the established database. Interestingly, many well-established pathways contributing to inflammatory responses were activated in the Van group compared to the Con group (Van/Con) but were suppressed after subsequent exposure to L654 (VanLip/Con). These pathways included IL-6, IL-3, NRF2-mediated oxidative stress, and Granzyme A signaling (**Figure 7A**). 

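These pathways were examined in Van against Con with gene lists fixed before the data were examined, since the pathway database that the paper used was not used here. The paper's activation z-score was not computed, so that the medians below are another measure than the paper's. Each list was tested as a set with fry, limma's rotation test, on the log2 CPM values of the edgeR fit, and p-values were adjusted over 20 pathway lists by the Benjamini-Hochberg method. No list had an adjusted p of at most 0.05, and 1 list, Reactome's interferon gamma signaling, had an unadjusted p under 0.05, with a median log2 fold change of -0.15 and 59 of 81 genes lower in Van (limma's fry, adjusted p = 0.388). Without Van replicate 1, the adjusted p of this list was 0.0245. The median log2 fold change of the IL-6 signaling list was 0.07, with 18 of its 28 genes higher in Van (limma's fry, adjusted p = 0.989). Its median was 0.0035 without Con replicate 2 and 0.0259 without Van replicate 1. Reactome's own interleukin-6 list had a median of -0.02. For IL-3 signaling, the median was -0.02 and 14 of 27 genes were lower. The granzyme A list had a median of 0.02, with 8 of 14 genes higher. The medians of the IL-3, granzyme A and Reactome interleukin-6 lists each took the opposite sign in at least 1 fit that left out one mouse. The clearest shift of the 4 pathways was in the NRF2 target genes, with a median log2 fold change of 0.11 and 26 of 32 genes higher in Van (limma's fry, adjusted p = 0.542), and the median was 0.0674 without Con replicate 1. With camera, a set test with a preset correlation between genes, NRF2 targets (adjusted p = 0.0319) and interferon gamma signaling (adjusted p = 3.2e-04) passed the threshold, and neither did with fry on all 6 mice or with an estimated correlation. The highest adjusted p of either list over the alternatives was 0.997, without Con replicate 1.
Of the genes on these lists, Txnrd1 in the NRF2 list rose from 88.1 ± 10.1 to 118 ± 4.36 CPM (SD, n = 3 mice each), a log2 fold change of 0.43 (standard error 0.09, adjusted p = 0.0474 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pik3r1, which is on the IL-6, IL-3 and IL-7 lists, rose from 99.1 ± 3.70 to 127 ± 4.39 CPM (log2 fold change 0.35, adjusted p = 0.0283 from the same edgeR test). Both genes had an adjusted p above 0.05 in each of the 6 fits that left out one mouse.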

Another set of pathways were suppressed in both Van and VanLip groups compared to the control group, including ILK, IL-22, IL-7, NFAT, and IL-12. 

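In Van against Con, the IL-12 signaling list had a median log2 fold change of -0.10, with 14 of its 24 tested genes lower. The NFAT list had a median of -0.02, with 19 of 32 genes lower. For IL-7 signaling the median was 0.01, with 12 of 22 genes higher, and Reactome's smaller interleukin-7 list had a median of 0.03, with 4 of 6 genes higher. After adjustment over the pathway lists, none of these 4 lists was shifted as a set (limma's fry, adjusted p = 0.989 for each). The sign of the NFAT median and of both IL-7 medians changed in at least 1 fit that left out one mouse, and that of IL-12 did not, although it went to -0.0097 without Con replicate 1, -0.0366 without Van replicate 2 and -0.0392 without Van replicate 3. ILK and IL-22 signaling were not analysed here. Within the IL-7 list, Bcl2 fell from 127 ± 15.2 to 68.9 ± 15.3 CPM (SD, n = 3 mice each), a log2 fold change of -0.88 (standard error 0.15, adjusted p = 0.0313 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pik3r1, the other gene of the list with an adjusted p of at most 0.05, rose (log2 fold change 0.35, adjusted p = 0.0283 from the same edgeR test). Bcl2 shares exon sequence with the gene D630008O14Rik on the opposite strand. In the NFAT list, Syk rose from 699 ± 32.8 to 913 ± 53.7 CPM, a log2 fold change of 0.38 (adjusted p = 0.0283 from the same edgeR test). Bcl2 kept an adjusted p of at most 0.05 without Van replicate 1 (0.0113) and Syk without Van replicate 3 (0.0495), and each had an adjusted p above 0.05 in the other 5 fits that left out one mouse.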

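In the Van group compared to the Con group, a list of genes in TLR signaling had a median log2 fold change of -0.05, with 24 of 43 genes lower. A list of genes induced by NF-κB had a median of -0.05, with 21 of 36 genes lower. Reactome's Toll-like receptor cascades had a median of 0.01 over 103 genes, its TLR6:TLR2 cascade -0.02 over 68 genes and its TRAF6-mediated NF-κB activation 0.04 over 16 genes. None of these lists was shifted as a set after adjustment, and the sign of each median changed in at least 1 fit that left out one mouse. None of the receptors and cytokines that the study stimulates or measures had an adjusted p of at most 0.05 from edgeR in these unstimulated monocytes. Tlr2 was at 202 ± 51.2 CPM (SD, n = 3 mice) in Con and 219 ± 19.8 CPM in Van, a log2 fold change of 0.12 (standard error 0.16, adjusted p = 0.792 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With one mouse left out, it ranged from 0.01 without Con replicate 3 to 0.34 without Con replicate 1 (adjusted p = 0.118 from edgeR). Tlr1 fell by 0.32 on the log2 scale (standard error 0.09), with an adjusted p of 0.125 from edgeR. Over the alternatives set before the data were examined, this p ranged from 0.0410 with DESeq2 to 0.322 without Van replicate 2. Tlr6 (log2 fold change -0.07), Il6 (-0.25) and Tnf (0.07) changed by less than their standard errors of 0.12, 0.41 and 0.26, respectively, and each took the opposite sign in at least 1 fit that left out one mouse. Il6 was measured at 1.29 CPM in Con and 1.09 CPM in Van, with 33 to 100 counts per library, so that only a large change was detectable.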

Of note, we also observed that L654 exerted potent suppressive effects on NF-κB and TLR pathways (VanLip/Con), which were relatively unchanged in the Van group (Van/Con) (**Figure 7A**).

**Figure 7:**
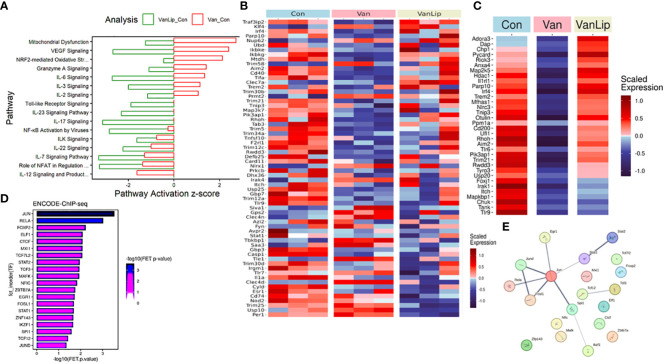
Transcriptomics analyses demonstrate that L654 regulates gene expression of a subset of pathway inhibitors for TLR-NF-κB signaling. **(A)** Pathway analyses of DEGs (DEGs: Van/Con, *n* = 2,822, *p* < 0.05; VanLip/Con, *n* = 3,315, *p* < 0.05) that are sensitive to vancomycin or vancomycin + L654 treatment. **(B)** Regulators of TLR and NF-κB pathways displayed significantly altered expression patterns (*p* < 0.05, *n* = 64) upon Van or VanLip treatment (*n* = 3). **(C)** A set of 34 negative regulators of TLR and NF-κB pathways displayed expression level change sensitive to vancomycin or vancomycin + L654 treatment. The most enriched upstream regulators for the 34 negative regulators of TLR-NF-κB pathways were identified by the ChEA3 program **(D)**, and their connections were displayed using StringDB **(E)**. Expressions of genes in heatmaps were presented with scaled FPKM across all samples.

Given the critical roles of TLR and NF-κB pathways as direct targets of L654, we examined the dynamic changes of regulators for these pathways using curated terms from databases (KEGG, IPA, and Geneontology.org). We surveyed the pool of genes (*n* = 320) from a total of nine GO terms (see *Materials and Methods*) that included a mix of NF-κB and TLR positive and negative regulators. Interestingly, we detected many genes in this pool that were significantly altered in both the Van or Van/Lip groups (**Figure 7B**). 

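Of the 64 genes shown in Figure 7B, 61 had enough counts to be tested in Van against Con, and Trim58, F2rl1 and Defb25 did not. Of the 61 genes, 57 had an unadjusted p-value under 0.05, and 44 were lower in Van. Since the genes were chosen by the paper for an unadjusted p in its Con, Van or VanLip libraries, and the first 2 groups are taken to be those analysed here, this number is not independent evidence. For 52 of the tested genes the figure shows a clear direction, and all 52 had the same direction here. After Benjamini-Hochberg adjustment of edgeR's p-values over all genes tested, 8 genes had an adjusted p of at most 0.05, and 56 did when adjusted over the list alone. With DESeq2, 27 genes did over all genes, and between 1 and 4 in the edgeR fits that left out one mouse.
The gene with the smallest adjusted p was Clec4d, on chromosome 6 of GRCm38 from 123262111 to 123275265, which encodes a C-type lectin receptor. It rose from 11.7 ± 0.518 CPM in Con to 27.1 ± 1.39 CPM in Van (SD, n = 3 mice each), a log2 fold change of 1.21 (standard error 0.08, adjusted p = 9.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was at most 0.0158 with each mouse left out in turn. The neighbouring gene Clec4n rose by a log2 fold change of 0.48, and Tle1 by 0.45. Gbp3 fell by 0.48 and Trim5 by 0.62 on the log2 scale. Trim5 shares near-identical sequence with Trim12a and Trim12c, which the counting could have split between them, and the exons of Tle1 overlap those of Gm11250 on the opposite strand. Clec4d alone among the 8 genes kept an adjusted p of at most 0.05 in all 6 fits that left out one mouse.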

Notably, a set of 34 negative regulators for NF-κB and TLR signaling pathways were suppressed in the Van group but restored in the VanLip group (**Figure 7C**). These L654-sensitive TLR/NF-κB pathway inhibitors included *Trem2, Aim2, Irak1*, and *Irf4* (**Figure 7C**). This suggests that L654 exposure can regulate monocyte responses at the level of gene expression of upstream inhibitors of TLR and NF-κB pathways to establish buffered signaling activation necessary for controlled immune responses in monocytes. This buffering is diminished by vancomycin/rest treatment, resulting in hyper-sensitized cell responses upon activation, and the buffering is restored by administration of L654 (**Figures 5**, **6**).

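Of these 34 genes, 32 had enough counts to be tested in Van against Con, and 31 of the 32 were lower in Van. Tyro3 and Foxj1 were not tested, since each had counts in a single Con library, 3 and 13 counts, respectively, and none in Van. The median log2 fold change of the list was -0.18, and as a set it was lower in Van (limma's fry, adjusted p = 5.0e-04 over the lists of Figures 7B and 7C). The paper chose the list for its pattern in its own libraries, which those analysed here are taken to be part of, so that neither the direction nor the set test is independent evidence. Most of the single changes were small. An unadjusted p under 0.05 was found for 11 genes, and 13 had no overlap between the Con and Van mice, where chance gives 10%. An adjusted p of at most 0.05 over all genes tested, from edgeR with Benjamini-Hochberg adjustment, was found for 3 genes, Aim2, Irf4 and Rhoh, and for 7 genes when adjusted over the list alone. Rhoh, on chromosome 5 of GRCm38 from 65861213 to 65896700, fell from 12.9 ± 1.23 to 8.53 ± 0.124 CPM (SD, n = 3 mice each), a log2 fold change of -0.59 (standard error 0.10, adjusted p = 0.0318 from edgeR). The largest fall, in Rwdd3 (log2 fold change -1.96, standard error 0.63), was in a gene at 0.995 ± 0.682 CPM in Con. Chp1 was the gene that was not lower, at 150 ± 6.25 CPM in Con and 153 ± 2.44 CPM in Van (log2 fold change 0.03), and with limma on log2(FPKM + 1) values it was lower by a similar amount (-0.03).
With DESeq2, 33 of the 34 genes were lower and 5 had an adjusted p of at most 0.05. With limma on log2(FPKM + 1) values, 34 of 34 were lower and 0 had an adjusted p of at most 0.05, with 9 at an unadjusted p under 0.05. Between 29 and 31 genes were lower in the fits that left out one mouse, and at most 1 of them then had an adjusted p of at most 0.05.

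**Figure D2:**
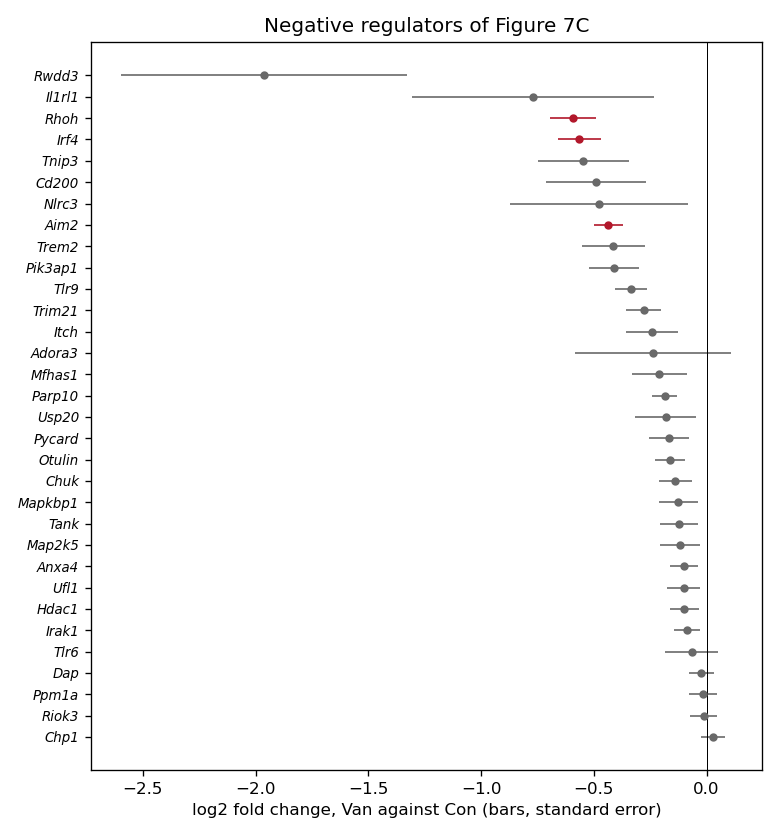
Log2 fold change in Van against Con (x axis) of the 32 tested genes of Figure 7C, with bars of 1 standard error derived from edgeR's F statistic (n = 3 mice per group). Genes with an adjusted p of at most 0.05 are red, and all genes but Chp1 lie below 0.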

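In Van against Con, the values of Trem2, Aim2, Irak1 and Irf4 were each lower in all 3 Van mice than in all 3 Con mice (exact permutation test, two-sided p = 0.10, the smallest that 3 mice against 3 allow). The size of the change differed between the genes. Aim2, on chromosome 1 of GRCm38 from 173350879 to 173466040, encodes a sensor of cytosolic DNA. It fell from 117 ± 4.73 CPM in Con to 86.5 ± 5.29 CPM in Van (SD, n = 3 mice each), a log2 fold change of -0.44 (standard error 0.07, adjusted p = 0.0223 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Irf4, on chromosome 13 from 30749226 to 30766976, encodes a transcription factor of the interferon regulatory factor family. It fell from 39.0 ± 3.62 to 26.4 ± 2.45 CPM, a log2 fold change of -0.57 (standard error 0.09, adjusted p = 0.0304 from edgeR). Trem2, on chromosome 17 from 48346401 to 48354147, encodes a receptor of myeloid cells. It fell from 18.8 ± 0.671 to 14.1 ± 2.95 CPM, and the Van mice spread more than the Con mice. The log2 fold change was -0.41 (standard error 0.14, unadjusted p = 0.0173 and adjusted p = 0.191 from edgeR). Irak1, on chromosome X from 74013914 to 74023918, encodes a kinase that acts downstream of TLRs. It fell from 152 ± 7.08 to 144 ± 3.61 CPM, a log2 fold change of -0.09 (standard error 0.06, unadjusted p = 0.170 and adjusted p = 0.520 from edgeR). The microRNA genes Mir5132 and Mir718 overlap its exons on the same strand.
Each gene kept its direction in every alternative and in every fit that left out one mouse. Trem2 and Irak1 had an adjusted p above 0.05 in all of them. Among those set beforehand, it ranged for Trem2 from 0.0757 without Van replicate 3 to 0.706 with limma on log2(FPKM + 1) values. For Irak1 it ranged from 0.307 to 0.811. For Aim2, the adjusted p ranged from 0.0321 to 0.120 with one mouse left out and was at most 0.05 only without Van replicate 1. For Irf4 it ranged from 0.0686 to 0.0967 in these fits. With limma on log2(FPKM + 1) values, none of the 4 genes had an adjusted p of at most 0.05, with 0.140 for Aim2 and 0.155 for Irf4, while the unadjusted p of Aim2, Irak1 and Irf4 was under 0.05. With DESeq2, the adjusted p was 2.0e-06 for Aim2 and 2.7e-05 for Irf4. From the suppression of such inhibitors in the Van group, together with their restoration in the VanLip group, the paper proposes that exposure to L654 regulates monocyte responses through the expression of inhibitors upstream in the TLR and NF-κB pathways.

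**Figure D3:**
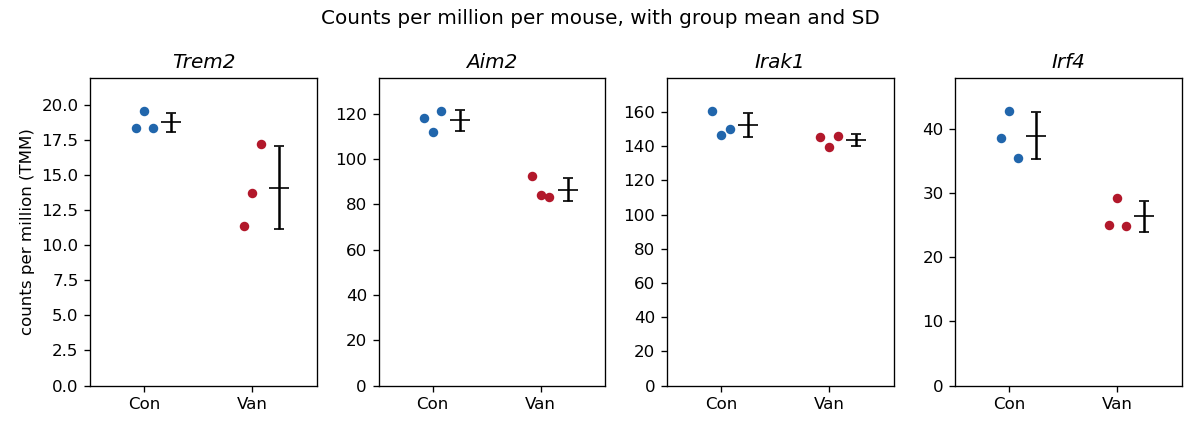
CPM with TMM normalization (y axis, from 0) of Trem2, Aim2, Irak1 and Irf4 in each Con mouse (blue) and each Van mouse (red). The black marks are the group mean and SD of 3 mice, and no Van mouse reaches the lowest Con mouse.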

Next, we performed network upstream regulatory analysis using a TF enrichment tool, ChEA3 (*maayanlab.cloud/chea3*). We focused on the TFs identified by ChEA3 using the ENCODE ChIP-seq datasets, which provide direct molecular interaction detection rather than co-expression analyses. With the input of all 34 negative regulators for NF-κB and TLR signaling that were suppressed in the Van group but restored in the VanLip group, a list of seven TFs received significant enrichment (FET *p*-value < 0.01), including the top two TFs, JUN and RELA (**Figures 7D, E**). These analyses suggest that S/G lipids can directly regulate monocyte sensitivity to stimulation by controlling genes necessary for the negative feedback regulation of inflammatory networks, such as TLR and NF-κB pathways.

Overall, our transcriptomic analysis suggests that the NF-κB and TLR pathways are sensitive to levels of S/G lipids and that this is at least partially mediated through S/G lipid regulation of a subset of NF-κB and TLR pathway inhibitors.

## Discussion

While many studies have documented associations between alterations in microbiome composition and systemic immune-based diseases, little has been documented about mechanisms through which the microbiome regulates the systemic immune system. In this study, we have identified a mechanism through which the microbiome communicates with and regulates the systemic innate immune system. This mechanism involves a specific family of bacteria-derived lipopeptide and lipodipeptide PAMPs (S/G lipids and specifically L654) that access the systemic circulation from the GI microbiome and are postulated to mediate chronic low-level TLR2 stimulation resulting in regulation of innate immune responses. We propose that this regulation is mediated through maintenance of specific levels of signaling feedback inhibitors such as those characterized in TLR tolerance and similar to mechanisms described for “normally educated” immune systems in studies of the hygiene hypothesis (33, 34). Importantly, this mechanism had not previously been well documented for the “internal environment” of the microbiome and we now approached this using well-characterized microbiome-derived molecules and *in vivo* approaches. In the present study, our goal was to document for the first time the direct role of microbiome-derived S/G lipids on regulating systemic innate immune responses.

Given that bacteria of the *Bacteroidota* phylum are the sole producers of L654 and the S/G lipids, we focused on developing an oral antibiotic protocol that significantly decreased microbiome *Bacteroidota*. We initially found that oral gavage of vancomycin, a non-absorbable antibiotic (29, 30), for as few as 4 days successfully decreased fecal and plasma levels of L654, consistent with a decrease in microbiome *Bacteroidota*. However, a 4-day vancomycin treatment was accompanied by a decrease in function of splenic monocytes. Similarly, Kolypetri et al. (9) documented that administering a four-antibiotic mixture to mice disrupted normal microbiome composition and resulted in a decrease in number and function of systemic monocytes. The vancomycin-induced decrease in function of systemic monocytes precluded our ability to detect the innate immune enhancement predicted when we decreased systemic levels of L654. However, Ubeda et al. had previously documented that while 1 week of oral administration of vancomycin resulted in the depletion of many microbiome bacterial populations including *Bacteroidota*, within 2 weeks after stopping vancomycin, a more normal microbiome composition was re-established—except for the persistent depletion of *Bacteroidota* (31).

Based on this published finding, we initiated a protocol consisting of 6 days of oral gavage with vancomycin followed by a rest period without antibiotics for another 6 to 9 days. This protocol proved successful in documenting the significant enhancement in splenic monocyte TLR2-stimulated proinflammatory cytokine production that our hypothesis predicted. Fecal and plasma S/G lipid determination, as well as fecal bacterial 16S rRNA analysis, confirmed that the systemic innate immune response enhancement was associated with a decrease in microbiome *Bacteroidota* and a decrease in fecal and plasma S/G lipid levels. Vancomycin/rest-induced alteration of the microbiome could theoretically result in changes in the availability of numerous as yet unidentified molecules capable of regulating the systemic immune system. We therefore asked whether administering exogenous L654, by itself, could prevent the enhanced innate responses. Indeed, the intravenous administration of L654 to vancomycin-treated mice during the rest period significantly increased the levels of plasma S/G lipids and prevented the enhancement of the TLR2-stimulated responses. This indicated that in the face of numerous potential vancomycin-induced alterations in microbiome-derived immune modulators, L654 acting alone could function as a regulator of microbiome-mediated effects on systemic innate immune responses.

Using transcriptomic analysis, we investigated cellular mechanisms underlying the enhanced splenic monocyte TLR2 responses in vancomycin/rest-treated mice and the reversal of this enhancement after administration of L654. We compared splenic monocytes isolated from three cohorts: control (water-gavaged) mice, vancomycin/rest-treated mice, and vancomycin/rest-treated mice that received L654. Many pathways contributing to inflammatory responses were activated in the vancomycin/rest-treated group but were suppressed after subsequent exposure to L654. Of note, L654 exerted potent suppressive effects on NF-κB and TLR pathways, which were relatively unchanged in the vancomycin/rest-treated mice.

Given the critical roles of TLR and NF-κB pathways as direct targets of L654, we examined the regulators for these pathways. Notably, a set of 34 negative regulators for NF-κB and TLR signaling pathways were suppressed in the vancomycin/rest-treated mice but restored in the vancomycin/rest-treated mice that received L654. This suggests that L654 exposure can regulate monocyte responses at the level of gene expression of upstream inhibitors of TLR and NF-κB pathways to establish buffered signaling activation necessary for controlled immune responses in monocytes. This buffering is diminished by vancomycin/rest treatment, resulting in hyper-sensitized cell responses upon activation, and the buffering is restored by the administration of L654 (**Figures 5**, **6**). Finally, these L654-sensitive TLR/NF-κB pathway inhibitors include those such as *Trem2* and *Irf4* (35–38) that are presently the focus of significant investigation in other cell types and disease-related contexts. This suggests that altering systemic levels of S/G lipids may have translational relevance by altering innate immune inflammatory pathway regulation in contexts such as microglia in CNS disease and T-cell responses in cancer immunotherapy.

In 2013, we found significant decreases in concentrations of blood L654 in patients with MS (13). Many studies of the microbiome in patients with MS have documented a decrease in the percentage of several *Bacteroides* species (39–41). Furthermore, patients with MS with high disease activity have a higher *Firmicutes/Bacteroidota* ratio, increased relative abundance of *Streptococcus*, and decreased *Prevotella* species (*Bacteroidota* phylum) compared to healthy controls and patients with MS with no disease activity (42). In further corroboration, one of the most recent promising findings regarding intestinal dysbiosis in MS is that patients with MS have a lower abundance of *Prevotella* species compared to healthy controls (2, 43) and treatment with disease‐modifying drugs induces an increase in members of *Prevotella* compared with untreated patients (2, 44, 45). The finding of decreased microbiome *Bacteroidota* is consistent with our 2013 study, in which we found significant decreases in concentrations of blood L654 in patients with MS (13).

The microbiome *Akkermansia muciniphila* has been correlated with many systemic effects on host metabolism, favorable outcomes to checkpoint blockade in cancer immunotherapy, and homeostatic immunity (46, 47). In *in vitro* studies, Bae et al. have suggested that a TLR2 agonist—a diacyl phosphatidylethanolamine with two branched chains—recapitulates the immunomodulatory activity of *A. muciniphila* in cell-based assays (47). At low doses *in vitro*, this molecule was shown to have immunoregulatory effects, resetting activation thresholds and responses for immune signaling. The authors suggested that this might provide a mechanism for *A. muciniphila*’s ability to set immunological tone and for its varied roles in health and disease. However, this mechanism has not been further investigated using *in vivo* approaches.

In a recent collaborative study, Millar et al. investigated the relevance of L654 and S/G lipids in an *Ldlr^−/−^* murine model of high-fat diet (HFD)-induced atherosclerosis (48). These investigators documented that feeding these mice with an HFD resulted in decreased microbiome *Bacteroidota* and decreased fecal and serum L654. In addition, they found that intraperitoneal administration of L654 over 7 weeks resulted in hypocholesterolemia, significantly attenuated the progression of atherosclerosis, and reduced liver inflammatory gene expression. Investigating a chow-fed *Apoe^−/−^* murine model of atherosclerosis where “normal” fecal S/G lipid exposure is maintained, 7-week administration of L654 was still found to reduce markers of liver injury but had a weaker effect on atherosclerosis endpoints compared to the HFD-fed *Ldlr^−/−^* model. Overall, this study documented that conditions in which gut microbiome-derived S/G lipids are depleted can exacerbate the development of atherosclerosis and liver injury, whereas correction of such depletion protects from these disorders (48).

The major findings of the present study are as follows: (1) microbiome *Bacteroidota*-derived L654 and the family of S/G lipids act as mediators in the crosstalk between the microbiome and the systemic innate immune responses of splenic monocytes; (2) a specific protocol of oral vancomycin followed by a short rest period results in a microbiome that supports normal innate immune responses but remains depleted in *Bacteroidota*; (3) the vancomycin-induced depletion of microbiome *Bacteroidota* is associated with decreases in fecal and plasma levels of S/G lipids; (4) the decreased plasma levels of S/G lipids is associated with enhanced *ex vivo* splenic monocyte, TLR2-stimulated, proinflammatory cytokine production; (5) despite the potential for vancomycin to induce alterations in an unlimited number of as yet unidentified microbiome-derived immune regulatory molecules, exogenous administration of L654 by itself is sufficient to regulate and inhibit the enhanced innate responses; (6) in contrast to our previous studies in which increasing S/G lipid levels through administration of exogenous L654 resulted in diminished systemic innate immune responses (17, 18), in the present study, we directly confirmed the role of the microbiome in this regulatory paradigm and demonstrated that decreasing systemic S/G lipid levels results in enhanced innate immune responses; and (7) systemic S/G lipids regulate splenic monocyte responses at the level of gene expression of upstream inhibitors of TLR and NF-κB pathways to establish buffered signaling activation necessary for controlled immune responses in monocytes.

Overall, our results suggest that S/G lipids mediate crosstalk between the microbiome and splenic monocytes. By regulating gene expression of inflammatory pathway inhibitors such as *Trem2*, S/G lipids merit broader investigation into the potential dysfunction of other innate immune cells, such as microglia, in diseases such as Alzheimer’s disease (37, 38).

## Data availability statement

Data are available in the manuscript and there are no restrictions on data availability. The RNAseq data were deposited to NCBI GEO. The accession number is GSE269771.

## Ethics statement

The animal study was approved by Institutional Animal Care and Use Committee Office of the Vice President for Research, UConn Health. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

SM: Conceptualization, Data curation, Formal analysis, Validation, Visualization, Writing – original draft, Writing – review & editing, Investigation, Methodology. FN: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Writing – review & editing. AP: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Writing – review & editing, Resources, Software. AM: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Writing – review & editing. BZ: Conceptualization, Formal analysis, Investigation, Methodology, Writing – review & editing, Data curation, Supervision. CB: Conceptualization, Formal analysis, Investigation, Methodology, Writing – review & editing, Visualization. HP: Data curation, Formal analysis, Investigation, Methodology, Writing – review & editing. LD: Conceptualization, Data curation, Formal analysis, Methodology, Writing – review & editing, Validation. YZ: Data curation, Formal analysis, Methodology, Writing – review & editing, Conceptualization, Supervision. RC: Conceptualization, Data curation, Formal analysis, Validation, Writing – review & editing, Funding acquisition, Project administration, Supervision, Visualization, Writing – original draft.

How the deposited data were processed for this re-analysis (not part of the article)

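Messenger RNA of splenic monocytes from 3 Con and 3 Van mice was analysed, with 1 library per mouse. The paper's data statement names another deposit than the one these libraries come from, and they were matched to the paper's groups by treatment. The VanLip libraries were not analysed here. The authors made the estimated counts from reads aligned with HISAT2 and assembled with StringTie and Ballgown, through tximport, and these counts were used as deposited, with no scaling to library size. The authors made the FPKM values with StringTie and Ballgown, which scale to transcript length and library size. The annotation release, the handling of reads that align to several places and the use of the strand are not stated, so that the overlaps and near-identical copies given for named genes are limits rather than measured mixing.

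The expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. TMM normalization, the expression filter at a minimum count of 10 and the quasi-likelihood test were used, with the group as the only term. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p of at most 0.05. The smallest library held an estimated 16.3M fragments and the largest 23.2M. The 10 genes with the most counts took between 5.34% and 5.98% of a library. The sum of FPKM was between 387793 and 400664. In a principal component analysis, the first component held 27.6% and the second 19.9% of the variance. All 3 Con libraries lay on the negative side of the first component and all 3 Van libraries on the positive side. For a single gene, an exact two-sided permutation test of CPM was also run. The number of lower genes in the list of Figure 7C was described with an exact two-sided binomial test (p = 1.5e-08), which treats genes as independent. Since the paper chose this list for being lower in Van, that p is not evidence of a fall.

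Gene lists were tested with fry in limma 3.58.1. The 20 pathway lists comprise 9 written from general knowledge and 11 from Reactome, and 9 lists hold markers of spleen cell types. These lists and the genes of Figures 7B and 7C, the tests, the alternatives and the rule for naming single genes were set before the data were examined. A further 7 lists, of glucocorticoid, heat shock, immediate early, clock and monocyte subset genes, were written after the genes with the smallest p-values were seen. P-values of lists were adjusted within each of these kinds. Of the remaining Reactome lists, those for VEGF, IL-2 and respiratory electron transport had median log2 fold changes of -0.02, 0.03 and -0.03, that for interleukin-3, 5 and GM-CSF -0.01 and that for interferon alpha and beta 0.02.

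The genes named are Trem2, Aim2, Irak1 and Irf4, the receptors and cytokines that the study stimulates or measures, the 5 largest rises and 5 largest falls among genes called with a mean of at least 1 CPM and no overlap of the groups, and called genes of the lists. Chp1 was named after its direction was seen. A list of 20 erythroid genes off the marker list, of which 14 were tested, was written after the rise of the erythroid markers was seen. Genes on the lists written later, Trim58, and Hsph1, Stip1, Dnaja1, Fkbp4, Hspa8, Klf9, Vcan, Jchain, Igkc and Mzb1, were also chosen after values were seen.

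The alternatives were DESeq2 1.42.0 with the Wald test, RLE size factors, library size alone, no filter on low counts, at least 10 counts in every library, the replicate number as a block, limma on quantile-normalized log2(FPKM + 1) or log2(FPKM + 0.1) values, camera with a preset correlation of 0.01 or an estimated one, and each library left out in turn. After the data were seen, the fragment scale, a single identifier per gene symbol, DESeq2 with its filter set for 0.05 and, for the cell type markers, camera with an estimated correlation were added. Near-identical copies were taken as matches of at least 200 bases at 95% identity between transcripts. The tests were tested on simulated data with 200 changed genes. There edgeR recovered 159 of them with 10 false calls among 171, DESeq2 170 with 39 false calls among 216, and limma on log2(FPKM + 1) values 133 with 2 false calls among 135. The simulated changes were large, and edgeR gave the raised genes a median log2 fold change of 1.01. Among the 322 genes called in the data, 23 lay above 1 and 14 below -1. The recovery therefore does not describe smaller changes. The other 2 calls of edgeR and 7 of DESeq2 were in a further list of genes simulated with a smaller shift. For that simulated list of 30 genes shifted by -0.3, limma's fry gave a p of 1.4e-04, and for an unchanged list a p of 0.524.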

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

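The test for a single library was chosen only after the result was seen. The lists of glucocorticoid, heat shock, immediate early and clock genes were written after the genes with the smallest p-values were seen, and that of other erythroid genes after the rise of the erythroid markers was seen. Each result here is a signal in genes or lists outside those that the paper discusses, although Per1, Cd74 and Trim58, which are on these lists, are also in Figure 7B.

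The genes with the largest rises were Fkbp5 (log2 fold change 2.84), Alas2 (2.08), Hbb-bt (1.95), Hbb-bs (1.87) and Prokr1 (1.83), and those with the largest falls Mlxipl (-2.76), Kcnq3 (-1.60), Vangl2 (-1.55), Lrrc16a (-1.35) and Il18r1 (-1.32). In each, all 3 Van mice lay on the same side of all 3 Con mice. Without Con replicate 3, the adjusted p of the 9 genes other than Fkbp5 ranged from 0.0518 (Vangl2) to 0.148 (Prokr1), and without Van replicate 2 from 0.0503 (Vangl2) to 0.155 (Mlxipl). No explanation was tested for Prokr1, Mlxipl, Kcnq3, Vangl2, Lrrc16a and Il18r1.

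Fkbp5 and Klf9 (log2 fold change 0.82, adjusted p = 0.0044 from edgeR) respond to glucocorticoids. A list of 19 other glucocorticoid-induced genes had a median log2 fold change of 0.20 with 14 genes higher in Van (limma's fry, adjusted p = 0.0218). The adjusted p was above the threshold without Con replicate 3 (0.0619) and without Van replicate 1 (0.0665), 2 (0.0545) or 3 (0.0623), where the median was 0.1327. It was also above the threshold with the replicate number as a block (0.114), with limma on log2(FPKM + 1) values (0.0529, median 0.1338) and by camera with a preset (0.0676) or an estimated correlation (0.205). Without Mertk and Per1, for which a value or a direction had been seen before, 12 of 17 genes were higher and the p of limma's rotation test was 0.0410, against 0.0927 by camera with an estimated correlation. No gene of the list was called by edgeR, with 6 at an unadjusted p under 0.05. Tsc22d3 (0.34) and Zbtb16 (0.63) rose in all 3 Van mice above all 3 Con mice, while Dusp1 (-0.010) and Errfi1 (0.0014) were flat. The adjusted p of Tsc22d3 and Zbtb16 was 0.0771 and 0.0826 from edgeR and 0.0022 and 0.0017 from DESeq2's Wald test. For the list without Mertk and Per1, the tables argue against GC content and gene length as the cause. The median of its 17 genes after the trend with both was removed was 0.2206. This lay beyond all 10000 random lists (0.01%, the smallest they can give). Exposure to glucocorticoids, for example from stress of the mice, therefore may explain part of the rise and stays open, and whether vancomycin raised it through the microbiota was not tested.

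The time of day at which cells were collected also stays open. The list of clock genes of the morning phase had a median of 0.19 (limma's fry, adjusted p = 0.0058, 4 of 6 genes higher, Cry1 0.60), and that of the evening phase 0.16 (adjusted p = 0.918, 8 of 10 higher, Dbp -0.78). The morning median was 0.0816 without Con replicate 1, 0.1106 without Con replicate 2 and 0.1130 without Van replicate 2, with an adjusted p of at most 0.0331 in the 6 fits that left out a library. The adjusted p of the morning list was 0.0719 and 0.159 with limma on log2(FPKM + 1) and log2(FPKM + 0.1) values, with medians of 0.0651 and 0.0470. It was 0.114 with the replicate number as a block, and 0.373 and 0.474 by camera with a preset and an estimated correlation. The evening median was 0.0571, 0.0914, 0.0146 and 0.1001 without Con replicate 2 or 3 or Van replicate 1 or 3, respectively. Without Van replicate 2, the evening list had a median of 0.31 and an adjusted p of 0.0090. The difference of the medians was -0.0374, and 75.6% of random pairs of lists lay as far apart. Dbp and Cry1 moved in opposite directions, as a shift of phase would have it, and the lists as a whole did not, so that a difference in the time of collection cannot be told apart from an effect of the treatment with these small lists.

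The gene with the smallest p of all was Hsph1 (log2 fold change 1.76, adjusted p = 3.9e-05 from edgeR), and the chaperone genes Stip1 (1.00), Dnaja1 (0.68), Fkbp4 (0.83) and Hspa8 (0.60) also rose and kept an adjusted p of at most 0.05 with each library left out. Dnaja1 and Hspa8 share near-identical sequence with other genes. A list of 20 other heat shock genes had a median of 0.34 with 18 genes higher (limma's fry, adjusted p = 0.0058), of which 7 genes were called. The tables argue against reads shared with copies as the cause, since the median was 0.3209 for genes with no copy by name and 0.3585 for the 11 genes with no near-identical sequence. They also argue against a trend with GC content or length, with a median of 0.3589 once it was removed. A heat shock response, with a p of 0.0017 in the rotation test of the list, may be the source, although Hspa1a (0.10) and Hspa1b (0.20), among the most inducible members, overlapped between the groups and reversed without Con replicate 2 (-0.22 and -0.11). The list had an adjusted p of 0.0778 with the replicate number as a block and of 0.0940 by camera with an estimated correlation.

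Handling of the cells is another candidate source of that response. A list of 15 immediate early genes had a median of 0.20, with 9 genes higher (limma's fry, adjusted p = 0.0099), and the p of its rotation test was 0.0042. The median was 0.1226 without Van replicate 1 and 0.1322 without Con replicate 2. The adjusted p was 0.171 with the replicate number as a block and 0.0625 with limma on log2(FPKM + 1) values. No gene of the list was called, with 7 at an unadjusted p under 0.05, among them Jun (0.29), Fosb (0.17) and Ier2 (0.23). Fos (-0.05), Junb (-0.08) and Atf3 (-0.06), which handling also commonly raises, were flat. Fos reversed without Con replicate 2 (0.26), Van replicate 1 (0.05) or Van replicate 2 (0.01), and Atf3 without Con replicate 2 (0.03). Camera gave an adjusted p of 0.0822 with a preset and 0.205 with an estimated correlation. Handling and an effect of the treatment thus both stay open.

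Among the markers of spleen cell types, the erythroid list rose with a median log2 fold change of 1.67, with 12 of 12 genes higher in Van (limma's fry, adjusted p = 0.0313). Summed globin was at 113, 164 and 78.8 CPM in Con replicates 1, 2 and 3, and at 388, 606 and 275 CPM in Van replicates 1, 2 and 3. The tables argue against a single library as the cause, since without Van replicate 2, the highest, the median was 1.2584 and 12 of 12 genes were higher. It was 1.13 where the list also took in Rhag, which passes the expression filter in that fit and not with all 6 libraries. The adjusted p was above the threshold without Con replicate 1 (0.136) or 3 (0.142) and without Van replicate 1 (0.0768), 2 (0.0675) or 3 (0.0509). It was 0.0514 with limma on log2(FPKM + 1) values (median 0.4279) and 0.238 by camera with an estimated correlation. Red blood cells or their precursors among the isolated cells may explain this rise, but erythroid genes off the marker list did not settle it. Their median was 0.3004 over 14 genes, with 11 higher, none called and 2 at an unadjusted p under 0.05 (the p of limma's rotation test was 0.449). It was 0.0727 without Con replicate 1, 1.1192 without Con replicate 2, 0.1956 without Con replicate 3, 0.5356 without Van replicate 1, -0.0320 without Van replicate 2 and 0.6492 without Van replicate 3. Many of these genes are near the limit of detection, so that a larger share of red cells cannot be told apart from a change within the isolated cells. Whether such cells were carried over at the isolation or were more numerous in the spleens of the Van mice was not tested. None of the 12 genes is in the lists of Figures 7B and 7C. Trim58, a member with too few counts to be tested (0, 3 and 0 counts in Con replicates 1, 2 and 3, and 20, 17 and 4 in Van), is in Figure 7B.

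The B cell list fell with a median of -0.50 and 14 of 14 genes lower (limma's fry, adjusted p = 0.0214), and the dendritic cell list with a median of -0.33 and 13 of 15 genes lower (adjusted p = 0.0313). The adjusted p of the first was above the threshold without Con replicate 1 (0.0932) or 3 (0.104) and without Van replicate 3 (0.0509), and that of the second without Con replicate 1 (0.136) or 3 (0.142) and without Van replicate 2 (0.0675) or 3 (0.155), with a median of -0.20 without Con replicate 1. By camera with an estimated correlation, the adjusted p was 0.0965 for the first and 0.238 for the second, and that of the second was 0.0514 and 0.0547 with limma on log2(FPKM + 1) and log2(FPKM + 0.1) values. Over the alternatives set beforehand that kept all 6 libraries, the B cell median ranged from -0.4988 to -0.1431. The dendritic cell median ranged from -0.3292 to -0.2500 in these fits. Ighm fell by 199 CPM (log2 fold change -0.52) and Clec9a from 10.1 to 4.66 CPM (-1.12), whereas Cd79a was at 2.15 CPM in Con and 1.54 CPM in Van. Of the dendritic list, Cd74 (3494 CPM in Con), H2-Aa (1067 CPM) and H2-Ab1 (894 CPM) are also expressed by monocytes. Fewer of these cells among those isolated may explain the falls in their markers, and a change of the monocytes themselves stays open for Cd74, H2-Aa and H2-Ab1, whose median was -0.3278.

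The list of monocyte markers was lower in Van by limma's fry (adjusted p = 0.0287), a test of a shift in a single direction. Its median was nonetheless -0.011, and its genes moved both ways, with 9 lower and 6 higher. Ccr2 (-0.83, from 731 to 411 CPM) and Fcgr1 (-0.32) were called. Its adjusted p was above the threshold without Con replicate 1 (0.120) or 3 (0.104) and without Van replicate 2 (0.0815) or 3 (0.0509), and it was 0.280 with the replicate number as a block (median -0.048) and 0.237 and 0.413 by camera with a preset and an estimated correlation. Fewer classical monocytes could lower Ccr2 and Ly6c2 (-0.34) and leave Treml4 (0.19), a nonclassical marker, higher. Cx3cr1 (-0.17), also a nonclassical marker, was lower, and Ly6c2, Treml4 and Cx3cr1 each had an adjusted p above 0.05 from edgeR. Lists of other classical and nonclassical markers had medians of 0.06 and 0.05. Their difference was 0.0023, and 45.6% of random pairs had one as low. Without Van replicate 3 the classical median was -0.09, and without Van replicate 1 the nonclassical median was -0.14. Vcan, a classical marker, rose (1.54, adjusted p = 0.0309 from edgeR). These medians lie near 0 over genes that go both ways, so that a change in the subsets cannot be told apart from one within the cells.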

How the results depend on the processing

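In this part, the fragment scale, a single identifier per symbol, DESeq2 with its filter set for 0.05 and, for the cell type markers, camera with an estimated correlation were chosen after seeing the data.

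The number of genes with an adjusted p of at most 0.05 was 322. It was 965 with DESeq2, 979 with DESeq2's filter set for 0.05, 110 with the replicate number as a block, 11 with limma on log2(FPKM + 1) values and 21 with limma on log2(FPKM + 0.1) values. The block and the fits with fewer libraries leave fewer degrees of freedom, and beyond this the cause was not tested. Across the 6 fits that each left out one library it ranged from 21 (without Van replicate 2) to 136 (without Con replicate 1). It stayed between 320 and 391 with RLE size factors, library size alone, either other filter, the fragment scale or a single identifier per symbol. The number with an unadjusted p under 0.05 moved by less than 1.5 times under all alternatives, and so did the number of Figure 7B genes with an unadjusted p under 0.05 and the number of Figure 7C genes that were lower. The numbers with an adjusted p of at most 0.05 moved by more. For Figure 7B, it was 8, against 27 with DESeq2, 30 with DESeq2's filter set for 0.05, 13 with at least 10 counts in every library, 4 with the block, 1 with limma on either FPKM scale and from 1 (without Con replicate 3 and without Van replicate 2) to 4 (without Con replicate 1 and without Van replicate 1) with a library left out. For Figure 7C, it was 3, against 5 with DESeq2 under either filter, 1 with the block, 0 with limma on either FPKM scale and 0 with a library left out, except 1 without Van replicate 1, while 9 to 13 genes of Figure 7C had an unadjusted p under 0.05 in all of these. The correlations between libraries of the same number in Con and Van were 0.0253, -0.0019 and -0.0726, so that the block has no pairing to use.

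Of Trem2, Aim2, Irak1 and Irf4, 2 genes were called. It was 1 with the block (Irf4), 0 with limma on log2(FPKM + 1) values and 0 on log2(FPKM + 0.1) values, and from 0 to 1 with a library left out, 1 without Van replicate 1 alone. The cause was not tested beyond the smaller number of libraries.

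With fry, 0 pathway lists passed an adjusted p of 0.05 and 1 had an unadjusted p under 0.05. By camera with a preset correlation 2 did, and with a library left out from 0 to 1, the list being interferon gamma signaling without Van replicate 1. Of the cell type markers, 4 lists passed, 2 with limma on log2(FPKM + 1) values, and with a library left out 0 without Con replicate 1, Con replicate 3 or Van replicate 3, 1 without Van replicate 2, 3 without Van replicate 1 and 5 without Con replicate 2. By camera 6 did with a preset correlation and 0 with an estimated one, where the lowest adjusted p was 0.0965, for B cells. The cause was not tested. For the lists no result with DESeq2 was made, since it has no test of lists, and leaving out genes of the B cell and dendritic cell lists removed no gene of Figure 7C.

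With the block, Mzb1 reversed to 0.0381. With limma on log2(FPKM + 1) values, Chp1 reversed to -0.0337, Fos to 0.0283 and Mzb1 to 0.0136, and on log2(FPKM + 0.1) values Chp1 to -0.0344, Fos to 0.0284 and Mzb1 to 0.0427. The cause was not tested, and each of these values lies nearer to 0 than the gene's standard error in edgeR.

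With a library left out, some results took both signs. The log2 fold change ranged as follows in the 6 fits, by gene: Tlr6 -0.1726 to 0.0768, Il6 -0.6716 to 0.1077, Tnf -0.1606 to 0.3076, Hspa1a -0.2155 to 0.5213, Hspa1b -0.1107 to 0.5836, Fos -0.2231 to 0.2634, Atf3 -0.1274 to 0.0333 and Mzb1 -0.2913 to 0.4069. The medians of lists ranged for granzyme A from -0.0615 to 0.1264, IL-3 from -0.0427 to 0.0157, IL-7 from -0.0465 to 0.0427, NFAT from -0.0605 to 0.0034, NF-κB from -0.1095 to 0.0252, TLR from -0.0802 to 0.0070, classical monocytes from -0.0927 to 0.1031 and nonclassical monocytes from -0.1391 to 0.1493, and of Reactome lists for interferon alpha and beta from -0.0044 to 0.0275, interleukin-2 from -5.939e-05 to 0.0574, interleukin-6 from -0.0643 to 0.0282, interleukin-7 from -0.0352 to 0.0379, respiratory electron transport from -0.0759 to 0.0067, VEGF from -0.0289 to 0.0024, the TLR6:TLR2 cascade from -0.0267 to 0.0050, Toll-like receptor cascades from -0.0146 to 0.0248 and TRAF6 from -0.0209 to 0.0801. None of these genes and lists was past the threshold in edgeR or with fry, and the cause was not tested.

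Of 66 named genes, 42 were called and 34 of these had an adjusted p above 0.05 in at least 1 of the 6 fits that left out a library. Of the gene results, 164 of those fits were weaker and 218 the same. With limma, 37 gene results on log2(FPKM + 1) values and 34 on log2(FPKM + 0.1) values were weaker, with the block 18 weaker and 1 stronger, with RLE size factors 2 weaker and with DESeq2 6 stronger. The other filters, library size alone, the fragment scale and a single identifier per symbol changed none of them. Of the list results, 20 were weaker and 3 stronger with a library left out, 5 weaker with the block, 5 and 2 weaker with limma on the FPKM values, 4 weaker and 5 stronger by camera with a preset correlation and 8 weaker with an estimated one.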

Differences from the paper's values

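The paper gives 962 genes with an adjusted p of at most 0.05, without naming the comparison, and here 322 genes were called in Van against Con. With DESeq2's Wald test, set before the data were examined, 965 genes were called. None of the other alternatives set before the data were examined closed the gap, with 320 genes for RLE size factors, 346 for library size alone, 356 without a filter, 391 with at least 10 counts in every library, 110 with the replicate number as a block, 11 and 21 with limma on log2(FPKM + 1) and log2(FPKM + 0.1) values, and 21 to 136 with a library left out (136, 50 and 22 without Con replicate 1, 2 and 3, and 116, 21 and 93 without Van replicate 1, 2 and 3). DESeq2 with its filter set for 0.05, chosen after seeing the values, gave 979.

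The paper states 10M total paired-end reads per library, and the counts give an estimated median of 20.3M fragments (SD 2.53M). No alternative bears on this number, which rests on the reading of the counts as covered bases divided by 75.

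The paper shows Chp1 as lower in Van, and here it was slightly higher (log2 fold change 0.03). With limma on log2(FPKM + 1) and log2(FPKM + 0.1) values it was lower, at -0.0337 and -0.0344. The paper describes IL-6, IL-3, NRF2 and granzyme A signaling as activated in Van. Here the medians were 0.07, -0.02, 0.11 and 0.02, and no list passed an adjusted p of 0.05 with fry, while NRF2 targets did by camera with a preset correlation (adjusted p = 0.0319). The paper describes IL-7, NFAT and IL-12 signaling as suppressed, and here the medians were 0.01, -0.02 and -0.10. The paper's pathway results rest on its differentially expressed genes, with Fisher's exact test and an activation z-score. The medians here cover all tested genes of other lists, so that the measures are not alike. The paper describes Trem2 and Irak1 as suppressed in Van. Both were lower here in each alternative, with an adjusted p above 0.05 in all of them. The paper's Figure 7B, which shows Trem2, used an unadjusted p under 0.05. The unadjusted p from edgeR was 0.0173 for Trem2, which meets that threshold, and 0.170 for Irak1.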

Other observations

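The tests for B cells, T cells and dendritic cells were chosen only after the result was seen. The fall of the negative regulators of Figure 7C was set against technical explanations. The list was chosen by the authors on their own libraries, which those analysed here are taken to be part of, and what follows is a hypothesis about its size rather than new evidence for it.

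Of the explanations tested, the depth of the libraries and a trend with GC content or length are argued against. A shift of all genes could not be judged. TMM normalization had left the median log2 fold change of all genes at -0.0014, and the list was chosen for being lower. No random list of as many genes matched on expression had as low a median (share 0.0001, the smallest that 10000 draws can give). The lowest random median was -0.11, so the list fell by more than genes of similar expression. With every library thinned to the smallest total, 31 of 32 genes were lower (p of limma's fry 2.7e-04 for the list, with 340 genes called). Once a trend with GC content and length was removed, the median was -0.1935. No gene of the list of Figure 7C is on the B cell or dendritic cell list.

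What stays open is a smaller share of B cells, T cells, plasma cells, dendritic cells or classical monocytes. In Con, Cd79a and Ms4a1 together were at 3.3971 CPM and Trac, Cd3e and Trbc2 together at 2.9152 CPM, whereas the 31 genes of the list that fell lost 276 CPM in sum. Other members of the marker lists were at higher levels, such as Cd79b (14.5 CPM in Con) and Cd22 (24.7 CPM), and some fell by more, Ighm by 199 CPM, Cd37 by 14.1 CPM, Bank1 by 8.95 CPM and Cd22 by 4.40 CPM of the B cell list and Cd4 by 6.79 CPM of the T cell list. How much of each transcript such cells hold was not measured, so that fewer B or T cells cannot be told apart from a change within the monocytes.

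For plasma cells, Jchain, Igkc and Mzb1 together fell by 62.9 CPM, more than Irf4. Jchain fell by 23.2% and Igkc by 14.7%, against 32.4% for Irf4, and Mzb1 was flat, at 2.28 CPM in Con and 2.21 CPM in Van. With a library left out, the log2 fold change of Jchain ranged from -0.2449 (without Van replicate 3) to -0.5288 (without Con replicate 1) and that of Igkc from -0.1182 to -0.3253 in the same fits. Each of these 3 genes overlapped between the groups, with an adjusted p from edgeR of 0.290 for Jchain, 0.383 for Igkc and 0.970 for Mzb1. Whether plasma cells contribute to the fall of Irf4 thus stays open, and for the other genes of the list they were not tested. Mzb1 reversed without Con replicate 3 (0.41), Van replicate 1 (0.06) or Van replicate 3 (0.02).

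The other marker lists were not past the threshold. The T cell list had a median log2 fold change of -0.53 (11 of 13 genes lower, limma's fry, adjusted p = 0.0838), natural killer cells -0.63 (4 of 6 lower, adjusted p = 0.350, with Klrk1 at -0.90), platelets -0.57 (7 of 8 lower, adjusted p = 0.350), neutrophils -0.37 (9 of 13 lower, adjusted p = 0.454) and red pulp macrophages 0.20 (14 of 14 higher, adjusted p = 0.140). The natural killer cell median was -0.1990 without Con replicate 1 and -0.1798 without Con replicate 3, the platelet median -0.3032 without Con replicate 3, the red pulp macrophage median 0.1317 without Van replicate 2, and the neutrophil median -0.6679 and -0.2228 without Con replicate 1 and 3 and -0.0811 and -0.9080 without Van replicate 1 and 2. Without Con replicate 2 the platelet list had an adjusted p of 0.0334. Over the alternatives set beforehand that kept all 6 libraries, the weakest median was -0.2273 for T cells and -0.0530 for natural killer cells. In these fits it was -0.1853 for platelets, -0.1376 for neutrophils and 0.1911 for red pulp macrophages. By camera with a preset correlation, the T cell, platelet and red pulp macrophage lists passed the threshold (adjusted p from 1.6e-04 to 0.0404), and with an estimated one they did not (0.276, 0.470 and 0.373).

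Among called genes of the pathway lists not named above, Pml fell by 0.52 and Ifih1 by 0.37 on the log2 scale, and Hsp90aa1 rose (log2 fold change 0.63), which shares near-identical sequence with Gm12346, Gm5844 and Gm5511. Pml had an adjusted p above 0.05 without Con replicate 2 (0.0539) or 3 (0.0721) and without Van replicate 2 (0.0758), and Hsp90aa1 without Con replicate 3 (0.0619) and without Van replicate 2 (0.0613). Ifih1 kept it only without Con replicate 1 (0.0433).

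For the number of genes called, 1 of the 10 splits of the 6 libraries, the real one, gave as many as 322 genes with an adjusted p of at most 0.05, and the most in another split was 1 gene. For the unadjusted p under 0.05, it was also 1 of 10, with at most 1093 genes in another split. With 10 splits, the share cannot be under 0.10.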
